# Chorioamnionitis accelerates granule cell and oligodendrocyte maturation in the cerebellum of preterm nonhuman primates

**DOI:** 10.1186/s12974-024-03012-y

**Published:** 2024-01-10

**Authors:** Josef Newman, Xiaoying Tong, April Tan, Toni Yeasky, Vanessa Nunes De Paiva, Pietro Presicce, Paranthaman S. Kannan, Kevin Williams, Andreas Damianos, Marione Tamase Newsam, Merline K. Benny, Shu Wu, Karen C. Young, Lisa A. Miller, Suhas G. Kallapur, Claire A. Chougnet, Alan H. Jobe, Roberta Brambilla, Augusto F. Schmidt

**Keywords:** Chorioamnionitis, Cerebellum, Granule cell, Purkinje cell, Oligodendrocyte, Maturation

## Abstract

**Background:**

Preterm birth is often associated with chorioamnionitis and leads to increased risk of neurodevelopmental disorders, such as autism. Preterm birth can lead to cerebellar underdevelopment, but the mechanisms of disrupted cerebellar development in preterm infants are not well understood. The cerebellum is consistently affected in people with autism spectrum disorders, showing reduction of Purkinje cells, decreased cerebellar grey matter, and altered connectivity.

**Methods:**

Preterm rhesus macaque fetuses were exposed to intra-amniotic LPS (1 mg, *E. coli* O55:B5) at 127 days (80%) gestation and delivered by c-section 5 days after injections. Maternal and fetal plasma were sampled for cytokine measurements. Chorio-decidua was analyzed for immune cell populations by flow cytometry. Fetal cerebellum was sampled for histology and molecular analysis by single-nuclei RNA-sequencing (snRNA-seq) on a 10× chromium platform. snRNA-seq data were analyzed for differences in cell populations, cell-type specific gene expression, and inferred cellular communications.

**Results:**

We leveraged snRNA-seq of the cerebellum in a clinically relevant rhesus macaque model of chorioamnionitis and preterm birth, to show that chorioamnionitis leads to Purkinje cell loss and disrupted maturation of granule cells and oligodendrocytes in the fetal cerebellum at late gestation. Purkinje cell loss is accompanied by decreased sonic hedgehog signaling from Purkinje cells to granule cells, which show an accelerated maturation, and to oligodendrocytes, which show accelerated maturation from pre-oligodendrocytes into myelinating oligodendrocytes.

**Conclusion:**

These findings suggest a role of chorioamnionitis on disrupted cerebellar maturation associated with preterm birth and on the pathogenesis of neurodevelopmental disorders among preterm infants.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-024-03012-y.

## Background

The incidence of neurodevelopmental disorders is increasing among children, in part due to improved survival of at-risk newborns, such as extreme preterm infants [1, 2]. Preterm infants who are exposed to inflammation prenatally, most commonly due to inflammation of the amniotic membranes [3], or chorioamnionitis, are at particularly high risk of a wide range of neurological impairment and neurodevelopmental disorders, including cerebral palsy, attention deficit and hyperactivity disorder, cognitive impairment, and autism spectrum disorders (ASD) [4, 5]. While much of the research on brain injury and neurodevelopmental outcomes in preterm infants has focused on motor disabilities associated with supratentorial injury, disruption of cerebellar development is often seen in preterm infants, particularly underdevelopment [6, 7]. Our understanding of the cerebellar function has shifted from a largely motor and coordination role to a broader understanding of its importance in the regulation of cognitive function, including attention, memory, and executive functioning [8, 9]. In fact, the cerebellum is one of the most consistently abnormal brain areas in individuals with autism [10].

The cerebellum undergoes rapid expansion in the third trimester of gestation with peak proliferation of the granule cell precursors (GCP) in the external granule layer. These differentiate into granule cells (GC) and migrate to the internal granule layer (IGL) [11]. Insults associated with preterm birth take place during the critical time of neuronal expansion of the cerebellum. Reduction of cerebellar volume among preterm infants has been shown to persist at least into adolescence and occurs even in the absence of prior injury being detected on brain imaging [12–14]. These findings suggest that events associated with prematurity and inflammation can lead to impaired development of the cerebellum. Considering the importance of the cerebellum and of prenatal inflammation to the pathogenesis of neurodevelopmental disorders [15], such as ASD, and their association with preterm birth [16, 17], our knowledge of the effects of chorioamnionitis on the cerebellum in this critical stage of development and their potential contribution to the pathogenesis of neurodevelopmental disorders remains limited.

To fill this gap in knowledge, we performed single-nucleus RNA-sequencing (snRNA-seq) of the cerebellum in a nonhuman primate model of preterm chorioamnionitis. We demonstrate that exposure to chorioamnionitis decreases the number of Purkinje cells in the cerebellum and impairs proliferation signaling from Purkinje cells to GCs in the EGL by decreased sonic hedgehog (SHH) signaling. Chorioamnionitis also led to early maturation and myelination of oligodendrocytes in the cerebellum. These findings are consistent with histopathological findings of individuals with autism and of autopsy reports of preterm infants [10, 18, 19]. Our findings provide new insight into the mechanisms through which inflammation contributes to the disruption of brain development in preterm infants.

## Materials and methods

### Animal experiments

Animal protocols were reviewed and approved by the institutional IACUC at the University of California Davis. Time-mated pregnant rhesus macaques at 127 days of gestation (80% of term gestation) were treated with intra-amniotic (IA) lipopolysaccharide (LPS) 1 mg (*E*. *coli* O55:B5, Sigma-Aldrich) diluted in 1 ml of sterile saline (LPS). Controls received no intervention. Animals were delivered *en cul* by cesarean section at 5 days after intra-amniotic LPS (Fig. 1a). No spontaneous labor or fetal losses were observed in the intervention or control groups. Fetuses were humanely euthanized with pentobarbital. After euthanasia, the cerebellum was dissected, and the hemispheres were separated along the midline of the vermis. The left hemisphere with the left side of the vermis was frozen for molecular analysis and the right hemisphere was fixed in 10% formalin and embedded in paraffin for histological analyses. Data of animals included in the study are shown in Table 1.

**Fig. 1:**
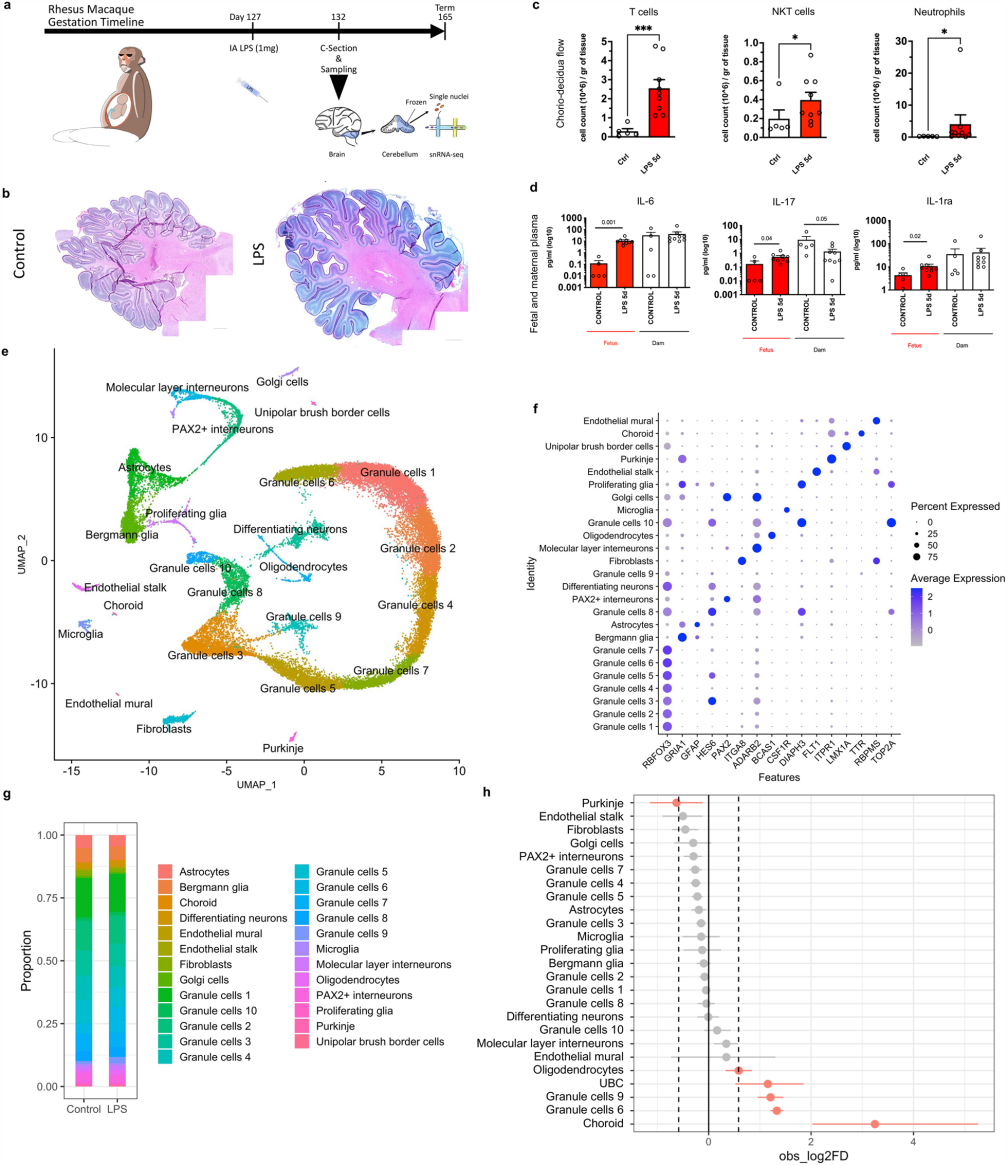
Intra-amniotic (IA) LPS induces chorio-decidual and fetal inflammation and leads to altered cerebellar cell composition. **a** Experimental design. Rhesus macaques’ fetuses at 127 days of gestation (80% gestation) received ultrasound-guided intra-amniotic injections (IA) of 1 mg of LPS from *E. coli* O55:B5 as a model of chorioamnionitis; *n* = 7/group. **b** Representative images of low power magnification of cerebellum (tile imaging, 5 ×), showing similar foliation pattern between groups. **c** Flow cytometry of the chorio-decidua cells showed increased neutrophils, T cells and NKT cells at 5 days in LPS animals (*n* = 5/group). **d** Multiplex ELISA for cytokines in the maternal and fetal plasma from controls and LPS animals shows increased IL-6 as well as increased IL-17 and IL-1ra in the fetal plasma, with maternal increase in IL-17 only. (*n* = 5/group). **e** UMAP visualization of single-nuclei RNA-seq from 30,711 cerebellar nuclei. Clustering using the Seurat package revealed 24 unique cell clusters in the developing cerebellum; *n* = 2/group. **f** Dotplot of top cell type markers based on the top differentially expressed genes in each cluster and on cell-specific and cell-enriched markers reported in the literature. **g** Proportion of each identified cell cluster by condition showing predominance of GCs in control and LPS animals. **h** Differential proportion of cell populations in each cluster between control and LPS-exposed fetuses by permutation test. LPS decreased number of Purkinje cells and increased number of oligodendrocytes, unipolar brush border cells (UBC), and GCP/GC clusters 9 and 6

**Table 1:** Characteristics of animals included in the study

	Control (*n* = 8)	IA LPS (*n* = 9)
Gestational age at delivery (days median, range)	133 (130–135)	133 (131–134)
Birth weight (g mean, SD)	330 ± 35	321 ± 37
Gender (F/M)	2/6	4/5
Amniotic fluid cell count (10^4^/ml median, range)	0 (0–40)	30 (22–60)*
Maternal plasma WBC (10^9^/l average, SD)	8.2 ± 2.3	5.6 ± 1.7*
Maternal plasma neutrophils (% average, SD)	78 ± 6	51 ± 16*
Maternal plasma lymphocytes (% average, SD)	18 ± 5	43 ± 15*
Maternal plasma platelets (10^9^/l average, SD)	356 ± 71	349 ± 88
Fetal plasma WBC (10^9^/l average, SD)	2.4 ± 0.6	3.3 ± 0.8*
Fetal plasma neutrophils (% average, SD)	9.7 ± 6	23 ± 5*
Fetal plasma lymphocytes (% average, SD)	85 ± 8	73 ± 6*
Fetal plasma platelets (10^9^/l average, SD)	369 ± 72	314 ± 91*

*WBC* white blood cell count, *SD* standard deviation

*p < 0.05

### Chorion–amnion–decidua dissection and flow cytometry of chorio-decidua cells

At delivery, extra-placental membranes were collected and dissected away from the placenta as previously described [20] . The cells of the chorio-decidua were scraped and the amnion and remaining chorion tissue were separated with a forceps. The chorio-decidua cells were washed and digested with Dispase II (Life Technologies, Gran Island, NY, USA) plus collagenase A (Roche, Indianapolis, IN, USA) followed by DNase I (Roche) treatment. Cells suspensions were filtered, red blood cells lysed, and the suspension was prepared for flow cytometry. Cell viability was > 90% by trypan blue exclusion test. Multiparameter flow cytometry and gating strategy of the difference leukocyte subpopulations was done as previously described [20]. Monoclonal antibodies used are listed in Table 2. Cells were treated with 20 μg/ml of human immunoglobulin G (IgG) to block Fc receptors, stained for surface markers for 30 min at 4 °C in PBS, washed, and fixed in fixative stabilizing buffer (BD Bioscience). All antibodies were titrated for optimal detection of positive populations and similar mean fluorescence intensity. At least 500,000 events were recorded for each sample. Doublets were excluded based on forward scatter properties, and dead cells were excluded using LIVE/DEAD Fixable Aqua dead cell stain (Life Technologies). Unstained and negative biological population were used to determine positive staining for each marker. Data were analyzed using FlowJo version 9.5.2 software (TreeStar Inc., Ashland, OR, USA).

**Table 2:** Antibodies used in flow cytometry experiments

Antibody	Clone	Conjugation	Manufacturer
CD45	D058-1283	PE-CF594	BDBioscience
HLA-DR	L243	Brilliant Violet 570 PercPCy5.5	Biolegend
CD3	SP34-2	APC-Cy7	BDBioscience
CD14	TUK4	Pacific Blue	Thermofisher
CD56	NCAM16.2	PE-Cy7	BDBioscience
CD88	P12/1	Alexa Fluor 647	AbD Serotec
CD19	HIB19	Alexa Fluor 700	Biolegend
CD20	2H7	Alexa Fluor 700	Biolegend
CD16	3G8	Alexa Fluor 700	BDBioscience
CD63	H5C6	Pacific Blue	Biolegend
Live/Dead		Aqua	BDBioscience

### Cytokine concentration measurement

We measured cytokine concentration in maternal and fetal plasma by Luminex technology using multiplex kits for nonhuman primate (Millipore, Burlington, MA, USA). Each 96-well filter plate was blocked with 100 μl of blocking buffer for 30 min, followed by vacuum filtration at 2 psi. The 25 × bead mix was vortexed for 1 min and sonicated for 30 s. prior to diluting. The bead mix was diluted in wash buffer, and 50 μl added to each well followed by vacuum filtration. The standard was dissolved in the supplied medium. Samples and standards were added to the plates in triplicate (plasma samples were diluted 1:2). The plates were placed on a shaker at 4 °C overnight. The following day, the medium was vacuum-filtered, and 50 μl of detection antibody was added to each well. The wells were washed four times with 100 μl wash buffer and the plates were incubated on a shaker at room temperature for 1 h in the dark. The plates were washed again four times with 100 μl wash buffer. Streptavidin-PE (50 μl) was added to each well and the plate was placed on a shaker for 15 min at room temperature in the dark. The wells were washed four times with 100 μl wash buffer and the beads were resuspended in 150 μl wash buffer for analysis. Immediately prior to analysis, the plates were shaken to resuspend the beads. Plates were read on a Luminex 100 (Luminex Corporation, Austin, TX, USA).

### Immunofluorescence and immunohistochemistry

Paraffin-embedded tissue sections underwent heat-assisted antigen retrieval with citrate buffer (pH 6.0). For immunohistochemistry endogenous peroxidase activity was reduced with H_2_O_2_ treatment. Nonspecific binding sites were blocked with 4% bovine serum diluted in PBS followed by incubation with primary antibodies overnight at 4 °C (Table 3). The following day, tissue sections were incubated with the appropriate species-specific biotinylated or Alexa Fluor-conjugated secondary antibody diluted in 1:200 in 4% bovine serum for 2 h at room temperature. For immunohistochemistry with DAB, tissue sections incubated with biotinylated secondary antibody were washed and antigen/antibody complexes were visualized using Vectastain ABS peroxidase kit (Vector Laboratories, Burlingame, CA, USA) followed by counterstaining with Harris hematoxylin. For immunofluorescence, sections incubated with Alexa Fluor-conjugated secondary antibody were washed and mounted with VectaShield Hardset Mounting Media (Vector Laboratories). Histological analyses and cell counts were performed in the entire cerebellum.

**Table 3:** Antibodies used in flow immunohistochemistry and Western blots

Antibody	Host	Application	Dilution	Catalog	Manufacturer
Beta-actin	Mouse	WB	1:10,000	A5441	Sigma-Aldrich
Calbindin	Rabbit MAb	IF	1:200	Ab108404	Abcam
MBP	Mouse MAb	IF	1:3000	ab62631	Abcam
MBP	Mouse MAb	WB	1:10,000	ab62631	Abcam
SHH	Mouse MAb IgG1	IHC	1:50	ab135240	Abcam
SHH	Mouse MAb IgG1	WB	1:1000	ab135240	Abcam
Anti-mouse IgG	Goat	WB	1:10,000	31,430	ThermoFisher
Anti-rabbit AF488	Goat	IF	1:200	A32731	ThermoFisher
Anti-rabbit IgG	Goat	WB	1:10,000	31,460	ThermoFisher
Anti-rabbit IgG	Goat	IHC	1:200	BA1000	Vector Labs

*IHC* immunohistochemistry, *IF* immunofluorescence, *MAb* monoclonal antibody, *MBP* myelin basic protein, *SHH* sonic hedgehog, *WB* Western blotting

### Western blot analyses

Protein concentrations of tissue homogenates or EVs were measured by BCA protein assay using a commercial kit (Pierce Biotechnology Inc., Rockford, IL, USA). Total proteins (20 µg/sample) were fractionated by SDS-PAGE on 4–12% Tris–glycine precast gradient gels (ThermoFisher, Waltham, MA, USA) and then transferred to nitrocellulose membranes (Amersham, Piscataway, NJ, USA). The membranes were incubated overnight at 4 °C with the respective primary antibodies and then incubated for 1 h at room temperature with HRP-conjugated secondary antibodies. Antibody bound proteins were detected using ECL chemiluminescence methodology (Amersham, Piscataway, NJ, USA). The intensities of protein bands were quantified by ImageJ [16]. Band density was then corrected for beta-actin band density in the same lane. Values were then divided for the average control value to represent fold change relative to control.

### Statistical analyses

GraphPad Prism (GraphPad Software, La Jolla, CA, USA) was used to graph and analyze data. Statistical differences between groups were analyzed using Mann–Whitney *U*-tests for cytokine concentration measurements and cellular composition from flow cytometry results. Results were considered significantly different for *p* values ≤ 0.05. However, due to the limited number of samples per group, we also report trends (*p* values between 0.05 and 0.1).

### Single-nucleus RNA isolation, sequencing, and mapping

Nuclei isolation and single-nuclei RNA sequencing (sn-RNAseq) were performed by Singulomics Corporation (Singulomics.com). Flash frozen cerebellar hemispheres and half of the cerebellar vermis from 2 rhesus macaque fetuses per group were homogenized and lysed with Triton X-100 in RNase-free water for nuclei isolation. Isolated nuclei were purified, centrifuged, and resuspended in PBS with RNase inhibitor, and diluted to 700 nuclei/µl for standardized 10 × capture and library preparation protocol using 10 × Genomics Chromium Next GEM 3’ Single Cell Reagent kits v3.1 (10 × Genomics, Pleasanton, CA, USA). The libraries were sequenced with an Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA). Raw sequencing files were processed with CellRanger 5.0 (10 × Genomics) and mapped to the rhesus macaque genome (Mmul_8.0.1) with the option to include introns and generated count matrices.

### SnRNA-seq processing, clustering, and differential expression

Downstream analyses were performed on the Seurat package version 3.1.0 for R [21]. Each sample was processed separately and then integrated for cell type identification and comparison analyses. After importing the CellRanger data using the Read10x function and creating a Seurat object for each sample, samples were normalized, scaled, and the top 2000 variable features were identified followed by nuclei clustering. After clustering, ambient RNA was removed with SoupX [22]. Cleaned samples were then filtered removing nuclei with < 500 genes or > 5% mitochondrial RNA. The number of nuclei and genes per sample is shown in Table 4. After filtering, samples were integrated using the FindIntegrationAnchors function with the parameter dims = 1:30 followed by IntegrateData function with dims = 1:30. The integrated data were scaled, principal component analysis (PCA) was performed with npcs = 30, and nuclei were clustered with resolution = 0.5. Conserved cell types for each cluster were identified using the FindAllMarkers function with default parameters. Cell types were identified based on known cell markers and previously published datasets of cerebellum single-cell sequencing [23–25]. Differences in the proportion of cells in clusters between control and IA LPS was performed using the permutation test on the scProportionTest package for R [26]. Global and cluster subset differential expression analyses between Control and IA LPS were performed using the FindMarkers function with default parameters. Overrepresentation analysis of differentially expressed genes was performed for Gene Ontology terms and KEGG Pathways on ToppCluster [27] and using the DEenrichRPlot function on Seurat [28, 29].

**Table 4:** Characteristics of samples included in snRNA-seq

	Control 1	Control 2	LPS 1	LPS 2
Gestational age at delivery	130	130	131	133
Birth weight (g)	290	290	282	348
Gender	F	M	F	M
Number of nuclei	9021	8593	7002	6095
Mean reads per nuclei	25,192	30,437	24,008	45,124
Median genes per nuclei	2118	1203	1990	1589

### Pseudotime analyses

To determine lineage trajectories and determine differences across conditions, we performed pseudotime analyses with Monocle3 [30–32] and Slingshot [33] followed by *condiments* [34]. For analysis on Monocle3 [30], *celldataset* objects were created from the individual Seurat objects and combined using the combine_cds function and preprocessed. We then performed dimensionality reduction using UMAP [35] followed by cell clustering. Specific cell types of interest were subset, clustered and a principal graph was fit within each partition using the learn_graph function. Cells were then ordered in pseudotime using the plot_cells function. For analysis with Slingshot [33] a Seurat object for each condition was created and converted to a *single cell experiment* object followed by conversion to slingshot object using the slingshot function with reducedDim = “PCA”. Objects were then filtered and normalized following the standard protocol. We then performed the topologyTest on condiments [34] to determine differences in lineage trajectories between conditions.

### Cell communication analyses

Cell–cell interactions were inferred with CellChat [36] based on known ligand-receptor pairs in difference cell types. To identify perturbed cell–cell communication networks in chorioamnionitis we loaded the condition specific Seurat objects into cell chat using the createCellChat function, followed by the preprocessing functions indentifyOverEpressedGenes, identifyOverExpressedinteractions, and projectData with default settings. For comparison between Control and IA LPS, we applied the computeCommunProb, computeCommunProbPathway, and aggregateNet functions using standard parameters and fixed randomization seeds. To determine signal senders and receivers we used the netAnalysis_signalingRole function on the netP data slot.

## Results

### Intra-amniotic LPS induces persistent fetal inflammation after 5 days

To model chorioamnionitis in a preterm nonhuman primate we performed ultrasound-guided IA injection of 1 mg of LPS (*E. coli* O55:B5) on gestational day 127 (80% gestation, term is 165 days) (Fig. 1a, Table 1). This model has been previously shown to induce inflammation at the maternal–fetal interface, fetal systemic inflammatory response, and fetal neuroinflammation up to 48 h after injection [37, 38]. Flow cytometry of the chorio-decidua showed that, at 5 days after IA LPS injection, there was a predominantly neutrophilic infiltrate in the chorio-decidua (Fig. 1c, Additional file 1: Fig. S1). Inflammatory infiltrate in the membranes was associated with elevation of IL-6, IL-17, and IL-1ra in the fetal plasma by multiplex ELISA, without elevations of cytokines in the maternal plasma at 5 days (Additional file 1: Fig. S1d, Additional file 2: Fig. S2). There was no alteration in foliation pattern between groups (Additional file 1: Fig. S1b).

### snRNA-seq reveals major developing cell types in the cerebellum at late gestation

To determine the effects of chorioamnionitis on the developing cerebellum we used unbiased high-throughput snRNA-seq to examine transcriptional populations of the cerebellum from preterm rhesus macaque fetuses exposed to IA LPS or placebo. 

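Nuclei were isolated from flash-frozen cerebellum of 2 control fetuses and 2 fetuses delivered 5 days after intra-amniotic injection of 1 mg of LPS, and each fetus gave 1 library of single-nuclei RNA on the 10x Genomics platform. Control 1 and LPS 1 came from female fetuses and Control 2 and LPS 2 from male fetuses. The fetuses were 130, 130, 131 and 133 days of gestational age in Control 1, Control 2, LPS 1 and LPS 2, respectively. For each library the authors deposited the number of unique molecular identifiers (UMIs) counted on each gene in each barcode, with introns included and without normalization or a filter on barcodes. The removal of ambient RNA by SoupX that the paper describes is not in these counts. The libraries held 61665690, 34282015, 41642819 and 56935290 UMIs in Control 1, Control 2, LPS 1 and LPS 2, respectively. Barcodes with at least 500 genes and at most 5% of UMIs on mitochondrial genes numbered 9250, 8621, 6890 and 7804. From these, the barcodes with the most UMIs were taken up to the number of nuclei that the paper's Table 4 gives for that library, except in LPS 1, where fewer barcodes passed than the paper lists and all were taken. Nuclei from the 4 libraries were integrated and clustered in Seurat with 2000 variable features, 30 principal components and a resolution of 0.5. Classes were named from lists of marker genes fixed before the data were examined. These lists drew in part on the paper's own tables, which were made from the same libraries. The fetus was the unit of replication, so the nuclei of each library were counted or summed before testing. With 2 fetuses per group, the smallest p-value of a two-sided exact permutation test is 0.333. Shares and summed counts were therefore tested with edgeR, which estimates the spread over many classes or genes.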

We then analyzed the transcriptome from 30,711 single nuclei (17,614 nuclei from 2 controls, 13,097 nuclei from 2 chorioamnionitis) to an average depth of 25,192 to 45,124 reads per nuclei (Table 2). 

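The nuclei used numbered 9021, 8593, 6890 and 6095 in Control 1, Control 2, LPS 1 and LPS 2, respectively, 30599 in all, with 17614 from controls and 12985 from LPS-exposed fetuses. Median depth per nucleus was 4560, 1885, 4063 and 2747 UMIs, and the median number of genes was 2118, 1203, 1998 and 1589. These nuclei held 73.7, 58.6, 73.9 and 36.4% of the UMIs of their libraries, the lowest share being that of LPS 2. Empty droplets, the next barcodes by UMI number after 3 times the number of nuclei, held a median of 298, 191, 216 and 489 UMIs, which gives a measure of free RNA. On average 0.221, 0.0196, 0.198 and 0.0229% of the UMIs of a nucleus fell on mitochondrial genes, so that Control 1 and LPS 1 were on one side and Control 2 and LPS 2 on the other. This split follows the replicate number and the sex of the fetus, not the exposure, and values within each replicate number are given beside the pooled ones for several results.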

Nuclei were clustered based on their expression profile, and we identified 24 cell clusters that were annotated based on published cell markers [23–25] (Fig. 1e, f; Additional file 6: Table S1). 

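Clustering at a resolution of 0.5 gave 23 clusters, of which 21 were named as 15 classes and 2 were left without a name. The granule lineage took 22075 nuclei, 72.1% of the total. Nuclei like Bergmann glia numbered 1639, astrocytes 1492, PAX2+ interneurons 1440, fibroblasts 502, oligodendrocytes 464, microglia 257, proliferating glia 243, molecular layer interneurons 226, endothelial stalk cells 210, Golgi cells 198, Purkinje cells 116, unipolar brush cells 75, choroid or ependymal cells 38 and endothelial mural cells 31. Names are used here for nuclei with the markers of a class. No cluster was led by mitochondrial genes. Cluster 10, without a name, held 228, 259, 159 and 165 nuclei in Control 1, Control 2, LPS 1 and LPS 2, respectively, and 89.3% of them were called doublets. Cluster 11, also without a name, held 200, 103, 181 and 298 nuclei of low UMI count. Scrublet called 636, 1166, 412 and 536 nuclei as doublets, with the score limit of LPS 2 set to the median of the limits of the other libraries because its own limit marked only 0.131% of nuclei. Doublets were kept, and removing them was an alternative.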

We then analyzed the cell type composition in the cerebellum of controls and LPS-exposed fetuses (Fig. 1g). Permutation test [26] demonstrated a decrease in the proportion of Purkinje cells and an increase in oligodendrocytes, unipolar brush border cells (UBC), choroid cells, and GCs clusters 9 and 6 in LPS-exposed fetuses (Fig. 1h), showing that chorioamnionitis alters the cell composition of the fetal cerebellum.

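Nuclei were counted per class in each fetus, and edgeR's quasi-likelihood test was applied to the counts of 17 classes with Benjamini-Hochberg adjustment. Purkinje cells made up 0.299, 0.628, 0.319 and 0.213% of nuclei in Control 1, Control 2, LPS 1 and LPS 2, respectively (27, 54, 22 and 13 nuclei), a log2 fold difference of -0.79 between LPS-exposed fetuses and controls (standard error 0.50, adjusted p = 0.717). The difference was 0.093 between LPS 1 and Control 1 and -1.56 between LPS 2 and Control 2, so the decrease did not hold within both replicate numbers. With all 4 libraries kept, the alternative that moved this value most was limiting the nuclei to those with at least 1000 genes, which gave -1.08, and without Control 2 it was -0.16. Oligodendrocytes made up 1.40, 1.12, 1.25 and 2.56% of nuclei, a log2 fold difference of 0.60 (standard error 0.44, adjusted p = 0.717), with -0.16 within replicate 1 and the increase in replicate 2 alone. Without LPS 2 the difference was -0.011. Unipolar brush cells made up 0.233, 0.0931, 0.131 and 0.607% of nuclei, a log2 fold difference of 1.15 (standard error 0.88, adjusted p = 0.717), with -0.83 within replicate 1 and 2.71 within replicate 2. Without LPS 2 this difference was -0.32, and without LPS 1 it was 1.88 and past the adjusted p threshold of 0.05. The marker score also reversed it, to -0.90. Choroid or ependymal cells made up 0.0222, 0.0349, 0.305 and 0.197% of nuclei (2, 3, 21 and 12 nuclei), a log2 fold difference of 3.08 (standard error 0.49, adjusted p = 0.0384), higher in 2 of 2 LPS-exposed fetuses, with 3.78 within replicate 1 and 2.50 within replicate 2, and the only class past the threshold. Its adjusted p ranged from 0.00476 to 0.961 over the alternatives, and it was past the threshold neither without Control 1, with a log2 fold difference of 2.79, nor without Control 2, with 3.41. Nor was it past the threshold with a replicate block (3.05), with doublets removed (3.28), with classes from the marker score (1.39) or as a share of the nuclei outside the granule lineage (3.08). The 21 nuclei of this cluster in LPS 1 all held UMIs of HTR2C and TTR, transcripts of the choroid plexus, and the 12 nuclei in LPS 2 held none of either. The intervals in the plot of class shares are exact (Clopper-Pearson) and cover counting error only, and for oligodendrocytes and unipolar brush cells the intervals of LPS 1 and LPS 2 did not overlap. From its own permutation test on the proportions of nuclei, the paper concludes that chorioamnionitis alters the cell composition of the fetal cerebellum.

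**Figure D1:**
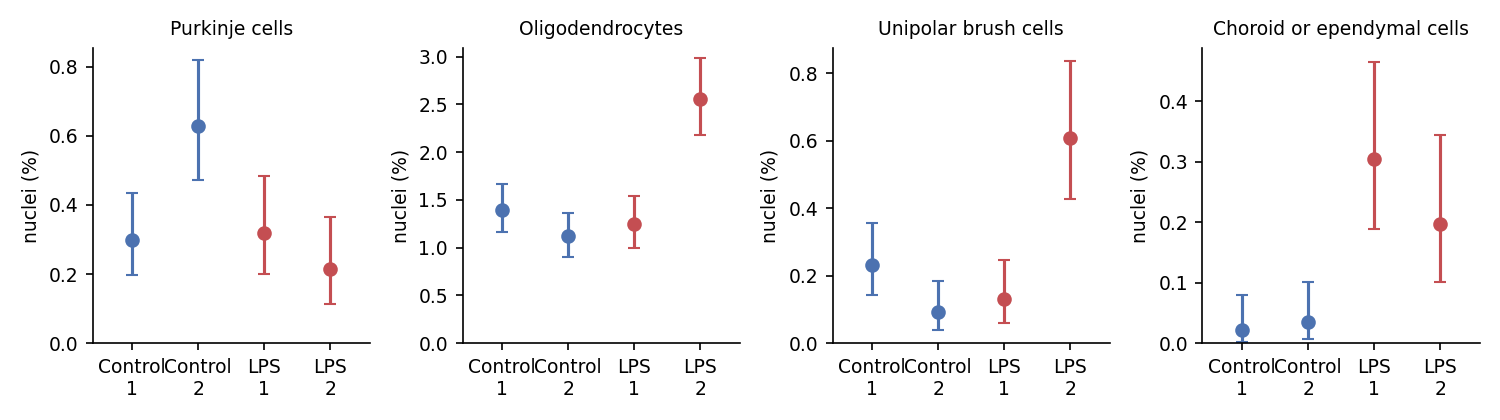
Share of nuclei (%) per library in 4 classes, with each point a fetus and each bar the exact 95% confidence interval of its share, controls in blue and LPS-exposed fetuses in red. The share of unipolar brush cells was 0.131% in LPS 1 and 0.607% in LPS 2.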

### Chorioamnionitis accelerates cerebellar GC maturation

Cerebellar GCs are the most abundant neurons in the brain and were the most abundant cell type identified in our dataset. Given the increased proportion of two GC clusters in LPS-exposed fetuses, we re-clustered the GC populations for further analyses. Re-clustering of the GC identified seven distinct clusters based on their expression profile (Fig. 2a, b). 

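Re-clustering of the granule lineage at a resolution of 0.5 gave 9 clusters of between 416 and 4808 nuclei. All 4 libraries contributed to every cluster. The cluster with the largest difference in share between libraries was cluster 5, with 271, 355, 241 and 1421 nuclei in Control 1, Control 2, LPS 1 and LPS 2, respectively. Its leading genes by fold were RAB37, PTK2B, MEGF11, KCNIP1 and SLIT3.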

Analysis of the top cluster gene markers and established markers for neurons at different developmental stages identified GCs at five stages of development in our dataset: proliferating GCPs, committing GCs, migrating GCs, maturing GCs, and mature GCs (Fig. 2c, d, Additional file 7: Table S2). 

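Named from the fixed stage markers, clusters 7 and 8 were proliferating precursors (1041 and 416 nuclei), cluster 3 was committing granule cells (2928 nuclei), and clusters 5 and 6 were mature granule cells (2288 and 1712 nuclei). Clusters 2 and 4 were closest to migrating granule cells (3002 and 2466 nuclei) and clusters 0 and 1 to maturing granule cells (4808 and 3414 nuclei). The 10 leading genes of clusters 0 and 2 held none of the markers of their own stage and 1 and 2 markers of other stages, so these clusters were compared between conditions by number. CNTN2 was among the leading genes of cluster 2, while CLSTN2 and CNTN5 led cluster 1. The deposited gene list holds no row under the symbol CLSTN1. Cluster 0 took 24.6, 22.3, 20.1 and 18.7% of granule nuclei in Control 1, Control 2, LPS 1 and LPS 2, respectively, cluster 1 14.4, 18.2, 15.1 and 13.9%, cluster 2 14.3, 15.0, 14.3 and 9.69% and cluster 4 11.9, 11.9, 13.0 and 6.80%. None of the 9 cluster shares was past an adjusted p of 0.05 by edgeR, none was under an unadjusted p of 0.05, and DESeq2 called cluster 5 alone. In the summed granule nuclei, the log2 fold changes of the stage markers MKI67, TOP2A, DCC, HES6, DCX, ATXN1, CNTN2, CLSTN2, CNTN5 and RBFOX3 lay between -0.42 for CLSTN2 and 0.26 for HES6 (edgeR, adjusted p = 1.00 for each). That of GABRB2, a marker of mature granule cells, was 1.26 (standard error 0.63, adjusted p = 1.00), and 0.33 without LPS 2.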

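UMIs of all granule lineage nuclei were summed per fetus, 30700503, 11791019, 20722270 and 13589839 UMIs in Control 1, Control 2, LPS 1 and LPS 2, respectively, and 14881 genes that passed edgeR's filter on low counts were tested at an adjusted p under 0.1 and an absolute log2 fold change over 0.25. No gene passed with edgeR, 27 genes had an unadjusted p under 0.05, and DESeq2 also called none, with 68 at an unadjusted p under 0.05. The count was 0 under each of the 13 alternatives as well. Over the edgeR alternatives with all libraries, genes at an unadjusted p under 0.05 numbered between 25 (nuclei with at least 1000 genes) and 267 (replicate block). Both LPS-exposed fetuses were higher than both controls, or both were lower, in 12.7% of genes. Chance gives 33.3% if the 4 fetuses are exchangeable, which the split by replicate number speaks against. OPCML (ENSMMUG00000047242) had 55.4, 55.1, 41.1 and 537 counts scaled to the same total per library (CPM) in Control 1, Control 2, LPS 1 and LPS 2, respectively, a log2 fold change of 2.39 (standard error 1.16, adjusted p = 1.00), and without LPS 2 its log2 fold change was -0.43. RUNX1T1 (ENSMMUG00000023115) had 126, 105, 282 and 242 CPM, a log2 fold change of 1.18 (standard error 0.28, adjusted p = 1.00), and was higher in 2 of 2 LPS-exposed fetuses. Of the 10 genes highest in LPS-exposed fetuses in Fig. 2e, the log2 fold changes of the others were 3.19 for RAB37, 2.00 for PTK2B, 1.93 for LRRC3B, 1.41 for ZNF385D, 1.22 for CAMK4, 1.07 for SCN2A, 0.92 for RBFOX1 and 0.57 for NRXN3. All 10 were higher in LPS 2 than the mean of the controls, and 2 of them, RUNX1T1 and CAMK4, were higher in LPS 1. Without LPS 2 the log2 fold change was -1.56 for RAB37, -0.73 for PTK2B, -0.70 for LRRC3B, -0.034 for ZNF385D, -0.48 for SCN2A, -0.50 for RBFOX1 and -0.38 for NRXN3. Several of these transcripts were also abundant in the free RNA of LPS 2, where PTK2B had 160.2 CPM in empty droplets and between 12.0 and 29.0 in those of the other libraries. The 10 genes shown as lower had log2 fold changes between -1.07 for NTSR1 and -0.50 for FSTL4, and all were below the mean of the controls in both LPS-exposed fetuses. Without Control 2, however, the log2 fold change was 0.29 for KDM4B, 0.34 for PLXNB2 and 0.17 for CEP57L1. NTSR1, GRK4 and FSTL4 were below both controls in both LPS-exposed fetuses.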

Differential expression analysis of gene expression between LPS-exposed and control cerebellum identified 317 differentially expressed genes using a threshold of log fold-change > 0.25 and FDR < 0.1 (Fig. 2e, Additional file 8: Table S3). Overrepresentation analysis of differentially expressed genes was performed on ToppCluster [27] for genes induced and suppressed in chorioamnionitis. Genes induced in GCs of LPS-exposed fetuses were associated with synapse transmission and hippo signaling pathways, while suppressed genes were associated with cerebellum development, and Purkinje cell–GCP signaling involved in GCP proliferation (Fig. 2f). To further explore the effect of chorioamnionitis on GCP proliferation and GC maturation, we performed pseudotime analyses on Monocle3 [30] and Slingshot [33] followed by differential topology between conditions[34] (Fig. 2g). Both pseudotime analyses methods showed an increased proportion of the most mature GCs, suggesting that chorioamnionitis accelerates cerebellar GC maturation.

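Monocle3 and Slingshot were not run, and a diffusion pseudotime rooted in the proliferating precursors was computed in their place. Its median was 0.478, 0.475, 0.420 and 0.712 in Control 1, Control 2, LPS 1 and LPS 2, respectively, a mean of 0.476 in controls and 0.566 in LPS-exposed fetuses (two-sided exact permutation test, p = 1.00). The difference of 0.0897 was smaller than the spread between the LPS-exposed fetuses (SD 0.207, n = 2). Without LPS 2 the difference was -0.0567. Thinned to 1000 UMIs per nucleus, which left out 40, 567, 52 and 17 nuclei and for which the pseudotime was predicted from the thinned counts by ridge regression, the medians were 0.485, 0.510, 0.418 and 0.736. Mature granule cells, clusters 5 and 6, took 14.3, 12.8, 12.3 and 38.3% of granule nuclei, a log2 fold difference of 0.90 by edgeR (standard error 0.63, adjusted p = 0.764), with -0.22 within replicate 1 and 1.58 within replicate 2. Without LPS 2 it was -0.14, and without LPS 1 it was 1.49 and past the threshold. Cluster 6 held most mature nuclei in the controls and LPS 1, with 694, 413, 383 and 222 nuclei, and cluster 5 held most in LPS 2. The marker lists of mature granule cells and of the most mature cluster drew in part on the paper's tables, made from these same libraries. Both lists hold SCN2A, ZNF385D and LRRC3B, which the paper shows as higher in LPS-exposed fetuses. The naming of mature nuclei is therefore not independent of their rise in LPS 2. Cluster 5, the most mature by these markers, took 4.03, 5.92, 4.76 and 33.1% of granule nuclei, a log2 fold difference of 1.93 (standard error 0.87, adjusted p = 0.605), with 0.24 within replicate 1 and 2.48 within replicate 2. DESeq2 gave 1.93 with an adjusted p of 0.00277, in a range from 0.00277 to 0.995 over the alternatives, and without LPS 2 the difference was -0.062. Proliferating precursors took 6.66, 6.36, 8.37 and 4.75% of granule nuclei, a log2 fold difference of 0.013 (standard error 0.37, adjusted p = 0.974). This value was 0.33 within replicate 1 and -0.42 within replicate 2, -0.45 without LPS 1, 0.36 without LPS 2 and -0.021 without Control 2. In nuclei with at least 1000 genes it was -0.20, the alternative with all libraries that moved it most. Free RNA differed between the libraries and enters both the stages and the pseudotime of single nuclei.

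**Figure D2:**
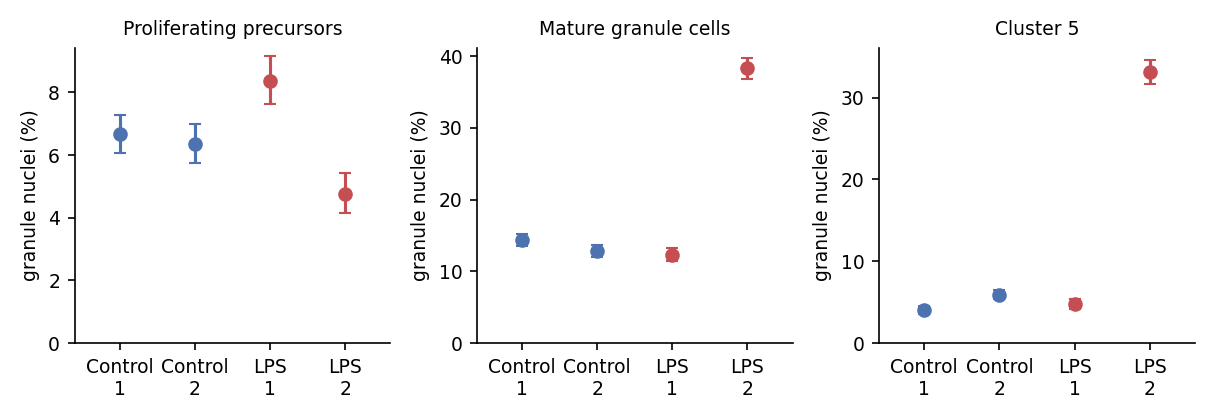
Share of granule nuclei (%) per library among proliferating precursors, mature granule cells and cluster 5, with each point a fetus and each bar the exact 95% confidence interval, controls in blue and LPS-exposed fetuses in red. Cluster 5 took 4.76% in LPS 1 and 33.1% in LPS 2.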

**Fig. 2:**
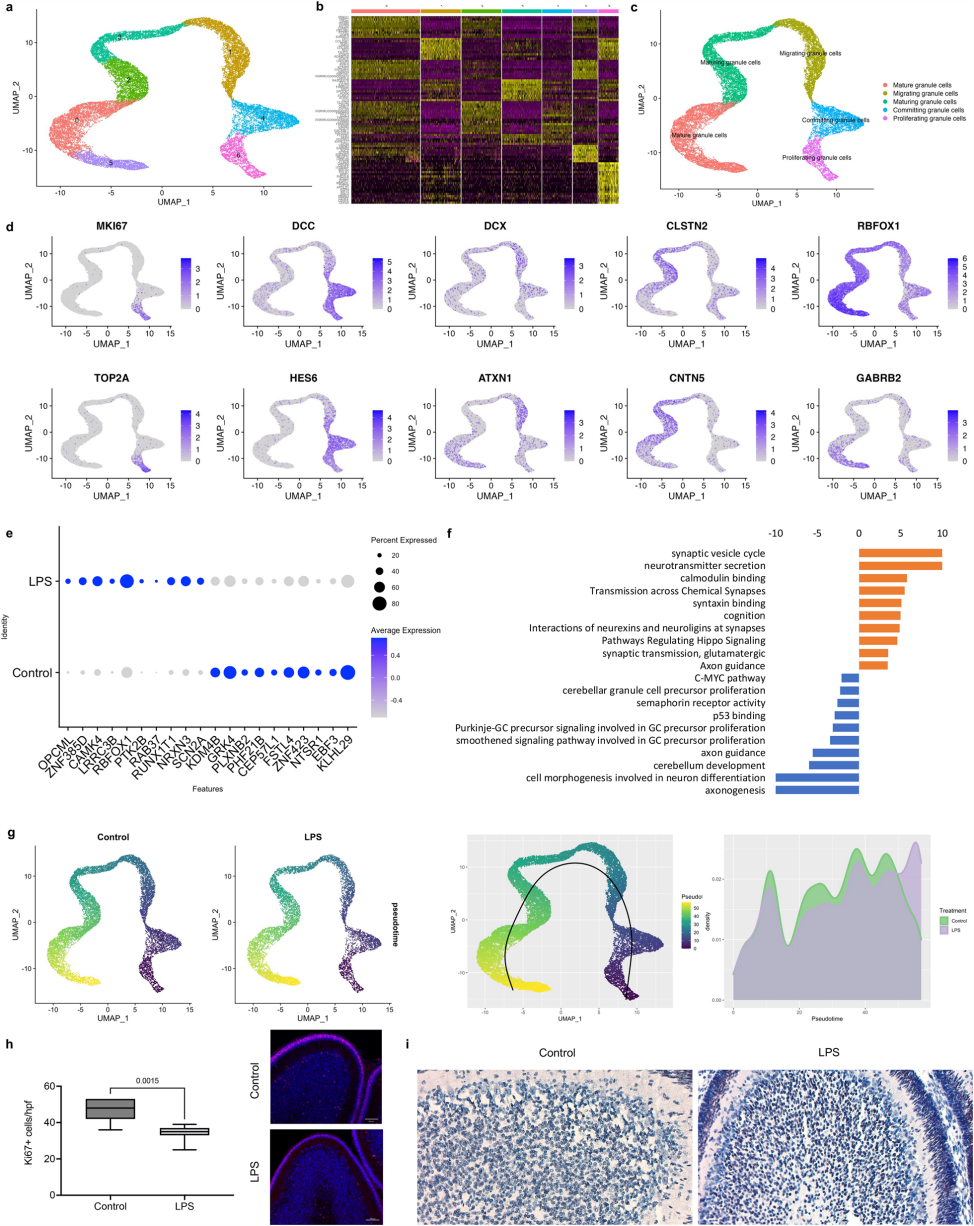
Prenatal inflammation disrupts cerebellar GCP/GC development increasing the number of mature GCs.** a** UMAP plot of re-clustered GCPs/GCs identified 7 distinct populations of GCPs/GCs in the developing cerebellum. **b** Heatmap of the top 10 differentially expressed genes in each GCP/GC cluster identified shows similarities between some of the clusters which were regrouped for classification based on gene expression patterns. **c** Regrouped clusters based on gene expression patterns shows the presence of GCPs/GCs at different developmental stages from proliferating to mature GCs. **d** Feature plots of identified cell markers for proliferative GCPs (MKI67 and TOP2A), GCPs/GCs exiting cell cycle and committing to differentiation (DCC and HES6), migrating GCPs (DCX and ATXN1), GCs with increased mature cell markers and markers that the GCs have exited the EGL (CNTN2 and CLSTN1), and mature GCs (RBFOX3 and GABRB2). **e** Dotplot of top genes differentially expressed in LPS-exposed fetuses vs. control in all clusters of the cerebellar GCPs/GCs. **f** Overrepresentation analysis of differentially expressed genes in LPS-exposed fetuses vs controls. Genes induced by LPS were associated with biological processes for synapse function and hippo signaling pathway. Genes suppressed by LPS were associated with Purkinje-GCP signaling involved in GCP proliferation, cerebellum development, and cell morphogenesis involved in neuron differentiation. **g** Pseudotime analysis on monocle3 and slingshot using the condiments package to identify differences in proportion of cells along pseudotime shows increased GC maturation LPS-exposed fetuses. **h** Number of Ki67 + cells per high power field (hpf) in the cortex of LPS-exposed compared to control animals, showing decreased cell proliferation, counts done on high power (20x) and low power shown in picture (5 ×). **i** Neurod1 staining in the cerebellum showing increased number of Neurod + cells in the cerebellar cortex in LPS-exposed fetuses (20 ×)

### Chorioamnionitis decreases the relative abundance of Purkinje cells in the developing cerebellum

Since IA LPS decreased the proportion of Purkinje cells, we sought to further determine the effect of chorioamnionitis on Purkinje cell numbers and gene expression. 

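Purkinje cells, with 116 nuclei in all, formed 1 cluster when re-clustered at a resolution of 0.5. At resolutions tried after the data were seen, they formed 1 cluster at 0.3 and 2 at 0.8 and 1.0. At 0.8, the larger cluster held 0 of 27 nuclei of Control 1, 49 of 54 of Control 2, 21 of 22 of LPS 1 and 7 of 13 of LPS 2, which left 27, 5, 1 and 6 nuclei for the other. With none of 27 nuclei, a share of up to 11.1% in Control 1 cannot be excluded. USP9Y, a gene of the Y chromosome, was among the 10 leading genes of the larger cluster, and PPP1R17, CR1 and HDAC9 were among those of the smaller.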

Sub-setting and re-clustering of the Purkinje cells revealed 2 clusters (Fig. 3a) with distinct cell markers (Fig. 3b, Additional file 6: Table S1). Overrepresentation analysis for KEGG Pathways of genes differentially expressed in cluster 1 compared to cluster 0 of Purkinje cells showed that genes in cluster 0 were associated with Hippo signaling, cellular senescence, and SHH signaling while genes in cluster 1 were associated with glutamatergic synapse, Rap1 signaling pathway, and Ras signaling pathway, suggesting distinct developmental functions of these subpopulations (Fig. 3c). 

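The Purkinje nuclei gave 615504, 390958, 457120 and 110415 UMIs in Control 1, Control 2, LPS 1 and LPS 2, respectively, and 6408 genes were tested. No gene passed an adjusted p under 0.1 with an absolute log2 fold change over 0.25 in edgeR, and 24 had an unadjusted p under 0.05. DESeq2 called none, with 19 at an unadjusted p under 0.05. Without a filter on low counts edgeR called 4 genes, ENSMMUG00000000700, NME8, PROCR and CRYBG2. It called 1 without Control 1 (ENSMMUG00000000700), 2 without Control 2 (PSMD2 and RF01871), 7 without LPS 1 and 9 without LPS 2, and the genes named here were picked after their values were seen. Both LPS-exposed fetuses were higher than both controls, or both were lower, in 18.0% of genes. Chance gives 33.3% if the 4 fetuses are exchangeable, which the split by replicate number speaks against.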

Differential gene expression of genes expressed in Purkinje cells in LPS-exposed compared to control fetuses resulted in 302 regulated genes (Fig. 3d, Additional file 9: Table S4). Pathway overrepresentation analysis of genes differentially expressed in LPS-exposed fetuses compared to control showed that genes suppressed by chorioamnionitis were associated with cholinergic synapse, dopaminergic synapse, and Wnt signaling, and genes induced by LPS were associated with ErbB signaling pathway and glutamatergic synapse suggesting that LPS suppressed developmental pathways and synapse formation in Purkinje cells (Fig. 3e). We then performed immunofluorescence for calbindin-1 and measured the Purkinje cell linear density by dividing the number of Purkinje cells by the length of the Purkinje cell folia in 3 cerebellar folia per animal [39]. There was a nonsignificant trend towards decreased Purkinje cell linear density in LPS-exposed fetuses consistent with the finding of decrease proportion of Purkinje cells in the single-nuclei analysis (Fig. 3e).

**Fig. 3:**
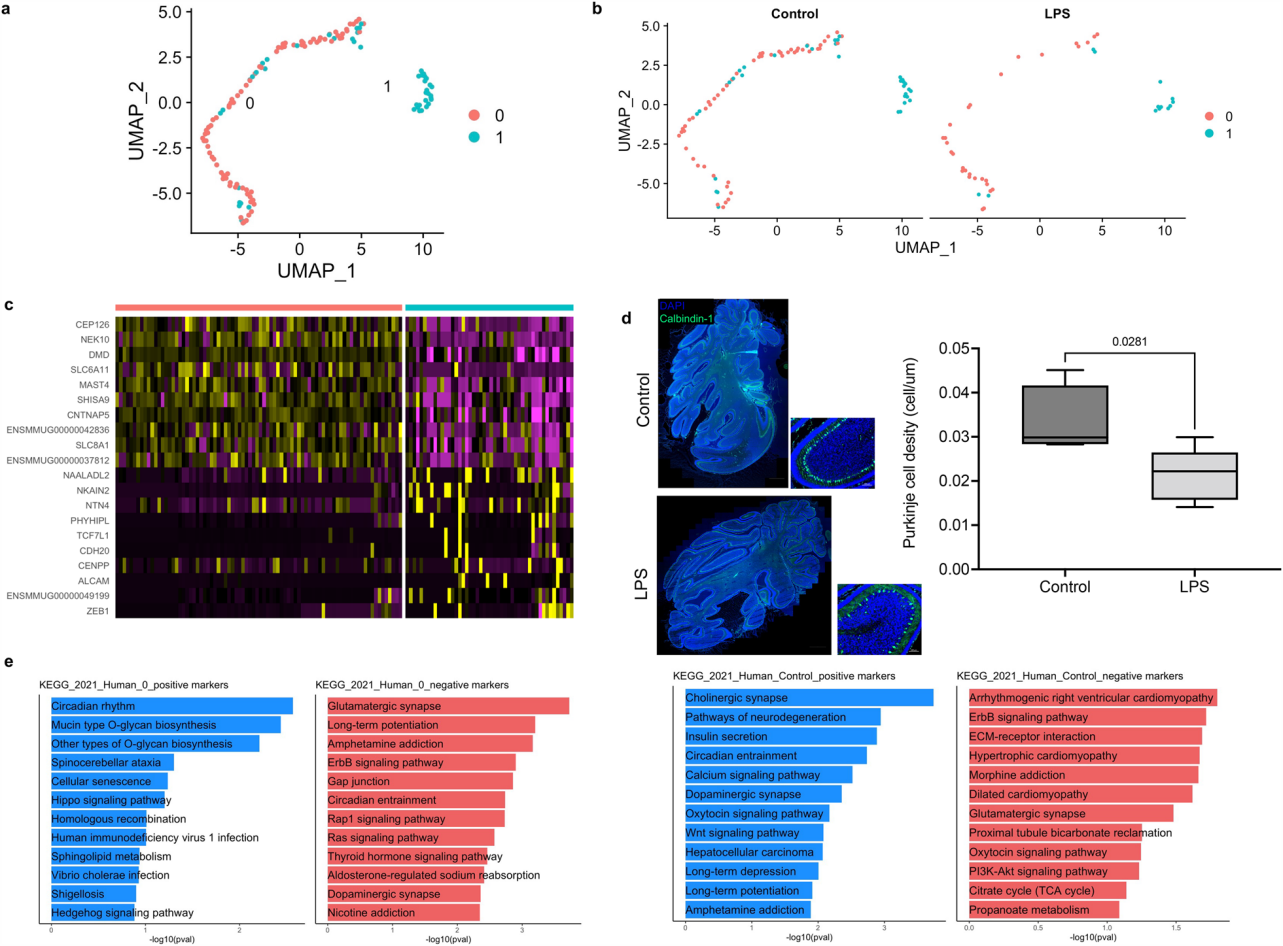
Prenatal inflammation decreases Purkinje cell density in the cerebellum. **a** UMAP of the cell subset identified as Purkinje cells. Re-clustering of Purkinje cells identified 2 subpopulations. **b** UMAP of Purkinje cells by condition. **c** Heatmap of top differentially expressed genes in each Purkinje cell cluster. **d** Immunofluorescence (magnification 20X) for Calbindin-1 and Purkinje cell density analysis showing decreased density of Purkinje cells in LPS-exposed fetuses (*n* = 6 animals/group). **e** Gene set enrichment analysis for KEGG Pathways of genes differentially expressed in cluster 1 compared to cluster 0 of Purkinje cells

### Chorioamnionitis accelerates oligodendrocyte maturation in the cerebellum

Given the increased proportion of oligodendrocytes in LPS-exposed fetuses relative to control on the single-nuclei data, we sought to further determine the effect of chorioamnionitis on oligodendrocyte proliferation and maturation. 

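Oligodendrocytes, with 126, 96, 86 and 156 nuclei in Control 1, Control 2, LPS 1 and LPS 2, respectively, formed 7 clusters when re-clustered at a resolution of 0.5. From the fixed stage markers, 1 cluster was oligodendrocyte precursors (173 nuclei), 2 were premyelinating (60 and 48), 2 were mature (85 and 23) and 1 was proliferating (35), with TOP2A among its 10 leading genes. The 2 mature clusters had none of the listed markers of their stage among their 10 leading genes, although all 10 listed markers were raised in each. The remaining cluster of 40 nuclei was led by TRPC7, SLC35F4 and UNC13C and was left without a name. It took 7.14, 5.21, 8.14 and 12.2% of oligodendrocyte nuclei. Premyelinating cells took 22.2, 29.2, 26.7 and 18.6% and proliferating cells 7.94, 9.38, 6.98 and 6.41%, and neither share was past the threshold in edgeR or DESeq2.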

Sub-setting and re-clustering of oligodendrocytes revealed four distinct clusters (Fig. 4a, b) which were identified based on the top cell markers (Additional file 6: Table S1) and genes known to be differentially expressed during oligodendrocyte maturation, specifically: topoisomerase IIα (TOP2A) in proliferating oligodendrocytes, platelet-derived growth factor receptor α (PDGFRA) in oligodendrocyte progenitor cell (OPC), and myelin basic protein (MBP) and myelin-associated glycoprotein (MAG) in premyelinating oligodendrocytes and mature oligodendrocytes (Fig. 4a, c). 

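The oligodendrocyte nuclei gave 865703, 310976, 542647 and 772148 UMIs in Control 1, Control 2, LPS 1 and LPS 2, respectively. At an adjusted p under 0.1 and an absolute log2 fold change over 0.25, none of 7963 genes passed in edgeR, where 75 had an unadjusted p under 0.05. DESeq2 called 1 gene, with 41 at an unadjusted p under 0.05. This gene, SPOCK1 (ENSMMUG00000001344), was singled out after its values were seen and had 31.6, 67.1, 284 and 329.8 CPM, higher in both LPS-exposed fetuses than in both controls, with an adjusted p of 0.00952 in DESeq2 and 1.00 in edgeR. The count in edgeR was 15 without Control 1, 16 without Control 2, 55 without LPS 1 and 12 without LPS 2, and the calls without Control 2 and without LPS 2 include the Y-linked NLGN4Y, USP9Y, UTY and DDX3Y. With all libraries it was 20 with a replicate block (418 at an unadjusted p under 0.05), 9 without a filter on low counts and 1 with doublets removed. SPOCK1 was among the called genes each time, with an adjusted p in edgeR of 2.2e-09 with the block and 1.0e-04 without the filter. No gene was called under the other alternatives with all libraries in edgeR. Both LPS-exposed fetuses were higher than both controls, or both were lower, in 21.5% of genes. Chance gives 33.3% if the 4 fetuses are exchangeable, which the split by replicate number speaks against.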

We then performed differential gene expression analysis in the oligodendrocyte cluster of LPS compared to control fetuses. Overrepresentation analysis of genes differentially expressed between LPS and control revealed that genes suppressed by LPS were associated with oligodendrocyte differentiation and genes induced by chorioamnionitis were associated with myelination (Fig. 4d, Additional file 10: Table S5). 

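Of the genes in the paper's Table S5, 1154 were tested here. The change had the sign of the table in 98.3% of them, as it must for the most part, since the table was made from the same libraries. Both LPS-exposed fetuses lay beyond both controls on the side of the table in 39.6%. With 4 exchangeable fetuses chance gives 16.7% for a sign fixed beforehand and 33.3% in either direction. Here the choice of genes fixed the sign, so 16.7% is too low as the reference. Of all 7963 genes tested, 895 were higher and 818 lower in both LPS-exposed fetuses than in both controls, 21.5% in the 2 directions together. Relative to the mean of the controls, 65.6% of the genes moved the way of the table in LPS 1 and 98.4% in LPS 2. For the 62 tested genes that the table gives an adjusted p under 0.05, these shares were 53.2% and 98.4%, and the median log2 change toward the table was 0.13 in LPS 1 and 1.22 in LPS 2. Both LPS-exposed fetuses lay beyond both controls on its side in 37.1% of these genes. Adjusted over the list alone, 1 of these genes, SPOCK1, passed in edgeR and 2, SPOCK1 and GSN, in DESeq2, which is not independent evidence because the list was chosen on these samples. Adjusted over all genes, none passed in edgeR and 1 in DESeq2. With equal weight given to each stage, the median changes were -0.042 in LPS 1 and 1.10 in LPS 2, and both LPS-exposed fetuses lay beyond both controls in 25.8%. With ambient RNA subtracted, 56 of these genes were tested, the median changes were 0.32 in LPS 1 and 1.302 in LPS 2, 73.2% had the sign of the table in LPS 1, and both LPS-exposed fetuses lay beyond both controls in 50.0%. Adjusted over the list alone, 4 genes then passed in edgeR, SPOCK1, CNTN6, RGS6 and TPCN1, and over all genes none. Overrepresentation was not tested.

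**Figure D3:**
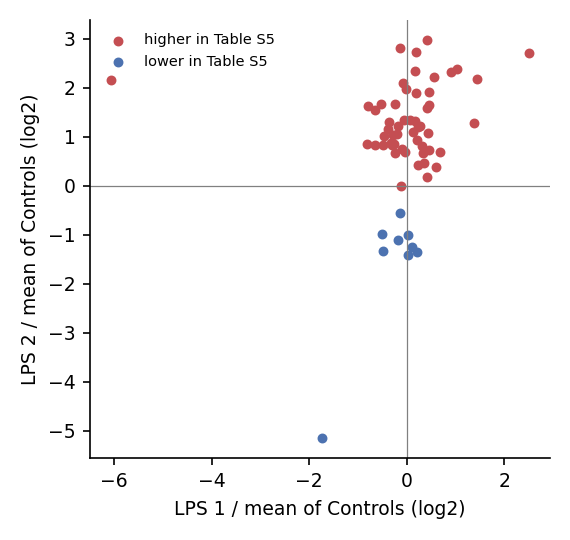
Log2 change of summed oligodendrocyte nuclei from the mean of the controls in LPS 1 (x axis) and LPS 2 (y axis), with each point 1 of the 62 genes. Points spread along the y axis, with a median change toward the table of 1.22 in LPS 2.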

We then analyzed cerebellar myelination by Western blotting for MBP, which showed increased MBP in the cerebellum of LPS-exposed fetuses (Fig. 4e). To further validate those findings we performed pseudotime analysis on Monocle3 [30] and Slingshot [33] followed by differential topology between conditions [34]. 

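Mature oligodendrocytes took 15.1, 12.5, 15.1 and 41.0% of oligodendrocyte nuclei in Control 1, Control 2, LPS 1 and LPS 2, respectively (19, 12, 13 and 64 nuclei), a log2 fold difference of 1.07 by edgeR (standard error 0.52, adjusted p = 0.374). It was 0.0035 within replicate 1 and 1.71 within replicate 2. Without LPS 1 the difference was 1.55 and past the threshold of 0.05, and without LPS 2 it was 0.11. Oligodendrocyte precursors took 47.6, 43.8, 43.0 and 21.8%, a log2 fold difference of -0.54 (standard error 0.40, adjusted p = 0.374), with -0.15 within replicate 1 and -1.01 within replicate 2. Without LPS 1 it was -1.07 and past the threshold, and without LPS 2 it was -0.095. A diffusion pseudotime rooted in the precursors, with the proliferating nuclei left out, had medians of 0.404, 0.430, 0.446 and 0.646, a mean of 0.417 in controls and 0.546 in LPS-exposed fetuses (two-sided exact permutation test, p = 0.333, the smallest that 2 fetuses against 2 allow). Both LPS-exposed fetuses had higher medians than both controls, by a small amount in LPS 1. This order did not hold in nuclei with at least 1000 genes, with medians of 0.492 in Control 2 and 0.453 in LPS 1, or with doublets removed, with 0.428 and 0.425.

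**Figure D4:**
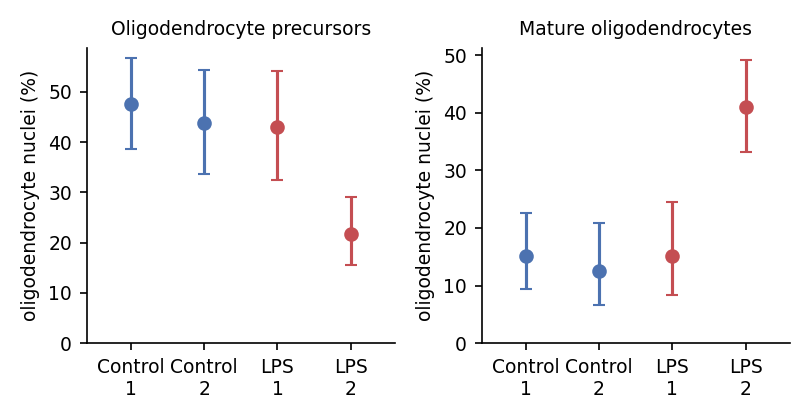
Share of oligodendrocyte nuclei (%) per library that were precursors or mature, with each point a fetus and each bar the exact 95% confidence interval, controls in blue and LPS-exposed fetuses in red. Mature cells took 15.1% in LPS 1 and 41.0% in LPS 2.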

On both analyses we observed an increased proportion of mature oligodendrocytes in the chorioamnionitis animals (Fig. 4f).

**Fig. 4:**
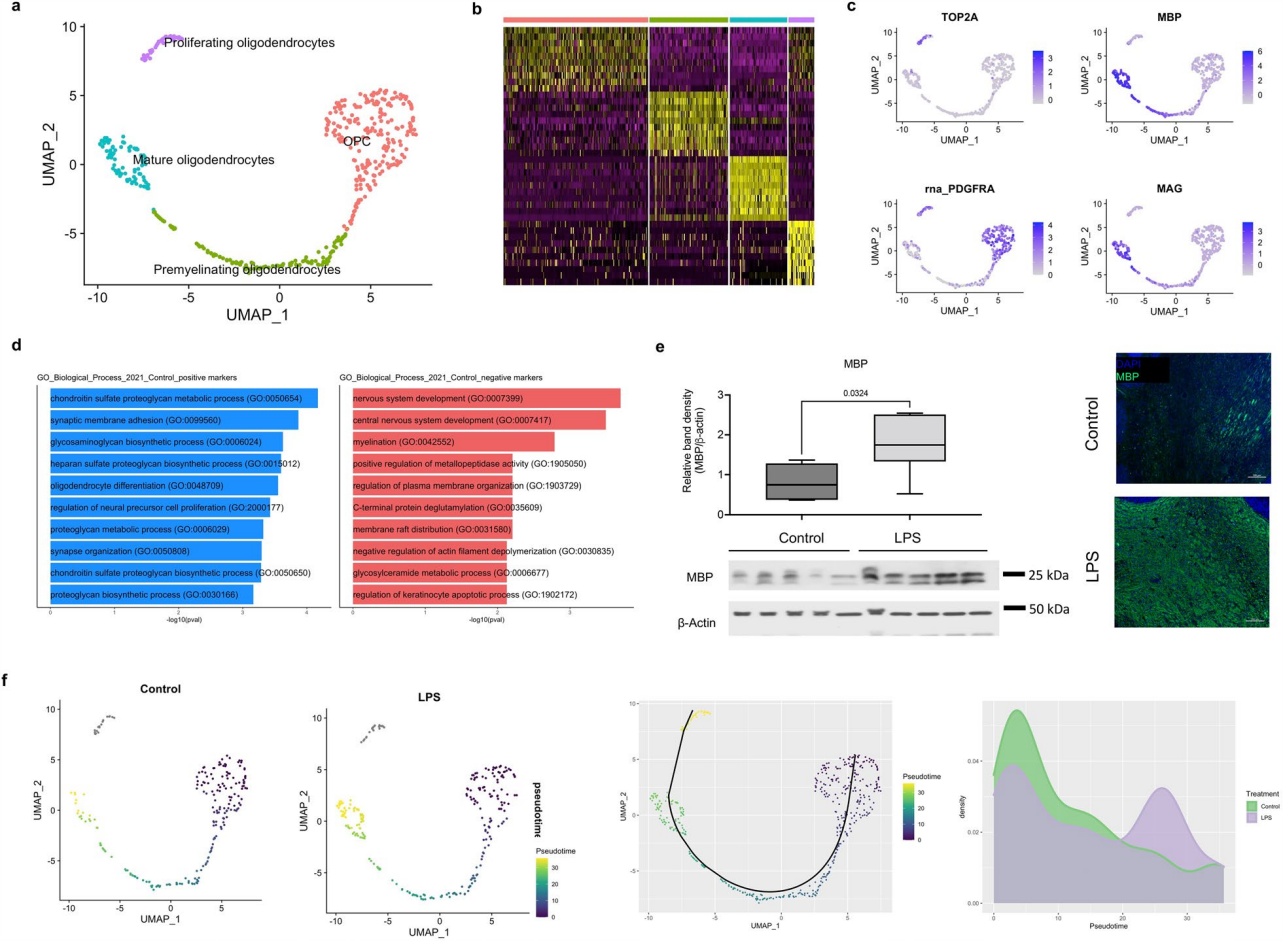
Prenatal inflammation disrupts oligodendrocyte development with increased expression of myelination-associated genes. **a** UMAP plot of the oligodendrocyte cluster. Re-clustering showed 4 subpopulations of oligodendrocytes that were identified as stages of oligodendrocyte development based on gene expression. **b** Heatmap of top differentially expressed gene in each oligodendrocyte cell cluster. **c** Expression of markers of oligodendrocyte development in proliferating oligodendrocytes (TOP2A), oligodendrocyte precursor cells (OPC) (PDGFRA), and myelinating/mature oligodendrocytes (MBP and MAG). **d** Gene set enrichment analysis for biological processes of genes differentially expressed in the oligodendrocyte cluster in LPS compared to control fetuses with blue as upregulated in control and red as downregulated in control. **e** Western blot and immunofluorescence for myelin basic protein (MBP) in the fetal cerebellum, *p* value = 0.03 (*n* = 5 animals/group). **f** Pseudotime analysis on monocle3 and slingshot using the condiments package to identify differences in proportion of cells along pseudotime shows accelerated oligodendrocyte maturation LPS-exposed fetuses

### Chorioamnionitis induces formation of a new cluster of UBCs

Following the initial analysis demonstrating an increase in UBCs induced by chorioamnionitis, we performed a subset analysis of these cells. Clustering of UBCs revealed two clusters (Fig. 5a), with top identified based on specific cell markers differentially expressed between clusters (Fig. 5b, Additional file 6: Table S1). 

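Unipolar brush cells numbered 21, 8, 9 and 37 in Control 1, Control 2, LPS 1 and LPS 2, respectively, and formed 1 cluster when re-clustered at resolutions of 0.3, 0.5 and 0.8. A single cluster holds nuclei of every library, so these runs cannot show a cluster of LPS-exposed fetuses alone. At a resolution of 1.0, added after the data were seen, there were 2 clusters. The smaller, led by IGFBP5, PSMD2 and CNTN3, held 6 of 21 nuclei of Control 1 (exact 95% interval 11.3% to 52.2%) and 30 of 37 of LPS 2 (64.8% to 92.0%). It held 0 of 8 nuclei of Control 2, which allows a share of up to 37.5%, and 0 of 9 of LPS 1, which allows up to 33.3%.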

Interestingly, while cluster 0 was comprised both from controls and LPS-exposed fetuses, cluster 1 only had cells from LPS-exposed fetuses (Fig. 5c). Overrepresentation analysis of genes differentially expressed between the two UBS clusters (Fig. 5d) showed that genes differentially expressed in cluster 0 were positively associated with anterograde trans-synaptic signaling, chemical synaptic transmission, and regulation of neurotransmitter secretion (Fig. 5e, left), and negatively associated with cell differentiation, engulfment of apoptotic cell, and contact inhibition (Fig. 5e, right). Considering the observed reduction in Purkinje cells in LPS-exposed animals, UBCs in those animals would have decreased synaptic connections and cell–cell contact which could explain the suppression of terms associated with neurotransmission and induction of genes associated with contact inhibition and negative regulation of cell junction in cluster 1 comprised LPS-exposed fetuses only compared to cluster 0. These findings, however, do not explain the increase in UBC as we did not identify signaling.

**Fig. 5:**
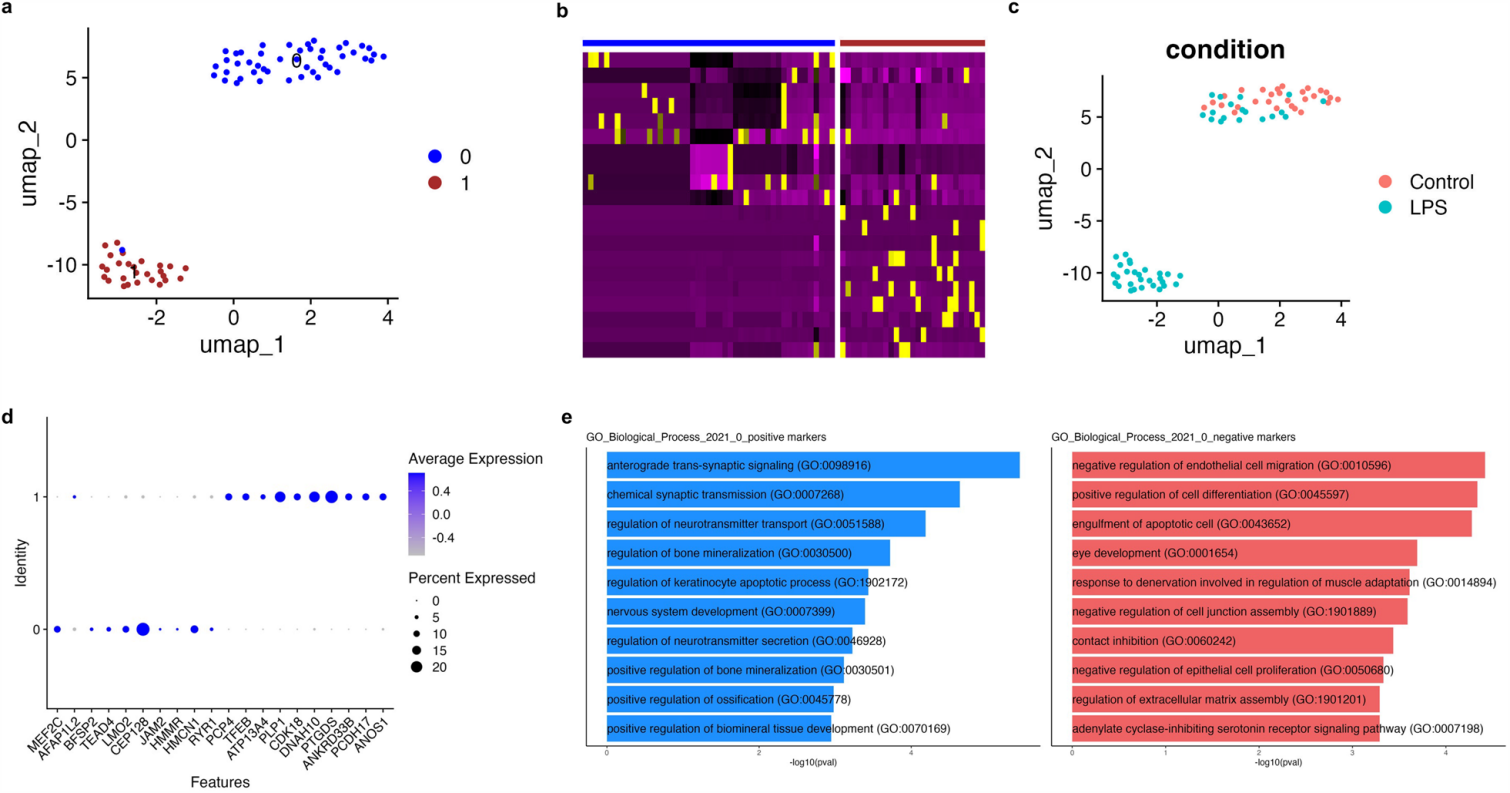
Chorioamnionitis disrupts UBC homeostasis. **a** UMAP plot of the UBC cluster. Re-clustering showed 2 subpopulations of UBCs. **b** Heatmap of top differentially expressed genes in each UBC cluster. **c** Distribution of cells in each cluster by condition showing that cells in cluster 1 comprised exclusively UBCs from LPS-exposed fetuses. **d** Gene set enrichment analysis for biological processes of genes differentially expressed in the UBC cluster 1 compared to cluster 0 showing changes of genes associated with synaptic signaling and cell junction

### sn-RNAseq reveals microglial and astrocyte diversity in the developing cerebellum

To determine the effect of chorioamnionitis on microglial and astrocyte activation in the cerebellum, we individually analyzed the microglia and astrocyte clusters. We found 3 distinct microglia clusters based on expression profile (Additional file 3: Fig. S3a, b). 

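Microglia formed 3 clusters at a resolution of 0.5. The largest, led by P2RY13, CD28 and ADAM28, held 42, 15, 30 and 22 nuclei in Control 1, Control 2, LPS 1 and LPS 2, respectively. The next held 16, 38, 10 and 16 nuclei and was led by RBFOX3, LUZP2 and NRXN3. None of its 10 leading genes was a listed marker of microglia, and whether these nuclei are doublets or carry RNA of neurons was not tested. The remaining cluster held 22, 22, 21 and 3 nuclei, with LYVE1 and F13A1 among its leading genes. None of the 3 shares differed between conditions at an adjusted p under 0.05 in edgeR, with a smallest adjusted p of 0.680 and none under an unadjusted p of 0.05, and DESeq2 called none. The share of the LYVE1 cluster in LPS 2 was below those of the other libraries. Re-clustering at resolutions of 0.3 and 0.8 also gave no call.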

There was no difference in cluster distribution between control and LPS (Additional file 3: Fig. S3c). 

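TREM2 (ENSMMUG00000013920) had UMIs in 40.0, 42.7, 27.9 and 17.1% of microglia in Control 1, Control 2, LPS 1 and LPS 2, respectively, against 0.268, 0.100, 0.237 and 0.0233% of granule nuclei, which should lack it. Median depth was 3879.5, 2091, 3733 and 2534 UMIs in microglia and 4355, 1730, 3914 and 2715 in granule nuclei. CX3CR1 (ENSMMUG00000022960) had UMIs in 55.0, 9.33, 50.8 and 70.7% of microglia and at most 0.461% of granule nuclei. DAB2 (ENSMMUG00000019879) had UMIs in 67.5, 65.3, 78.7 and 36.6% and PLXDC2 (ENSMMUG00000015370) in 76.2, 72.0, 68.9 and 90.2% of microglia. PLXDC2 was also found in 74.6, 35.5, 73.8 and 61.7% of granule nuclei and CADM2 (ENSMMUG00000000583) in 95.3, 78.6, 86.3 and 98.0%, against 63.8, 41.3, 27.9 and 82.9% of microglia for CADM2. The CADM2 share in microglia was below that of granule nuclei in every library.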

Top cell markers for microglial clusters (Additional file 6: Table S1) revealed canonical microglia markers triggering receptor expressed on myeloid cells 2 (TREM2) and C–X3–C Motif Chemokine Receptor (CX3CR1) and cluster-specific microglial markers, Plexin domain containing 2 (PLXDC2), disable 2 (DAB2), and cell adhesion molecule 2 (CADM2) (Additional file 3: Fig. S3d). Overrepresentation analysis of the top differentially expressed genes in each cluster revealed specific microglial functions. Genes differentially regulated in cluster 0 were associated with mononuclear cell differentiation, microglia migration, and regulation of cell adhesion (Additional file 3: Fig. S3e), cluster 1 was associated with ERK1 and ERK2 cascade, and receptor mediated endocytosis (Additional file 3: Fig. S3f), and cluster 2 was associated with cell adhesion, channel activity, and synapse organization (Additional file 3: Fig. S3g), suggesting cluster-specific microglia roles in the developing cerebellum.

Sub-setting and re-clustering of astrocytes revealed 4 distinct cell clusters based on gene expression pattern (Additional file 4: Fig. S4a, b) that showed similar distribution between control and LPS-exposed fetuses (Additional file 4: Fig. S4c). 

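Astrocytes formed 4 clusters at a resolution of 0.3, 6 at 0.5 and 8 at 0.8. At 0.5, none of the cluster shares differed between conditions at an adjusted p under 0.05 in edgeR, with a smallest adjusted p of 0.764 and none under an unadjusted p of 0.05, and DESeq2 called none. At 0.8, 1 cluster of 11 nuclei was under an unadjusted p of 0.05 and the smallest adjusted p was 0.344. The largest cluster at 0.5 held 95, 124, 82 and 45 nuclei in Control 1, Control 2, LPS 1 and LPS 2, respectively. Without LPS 1, the shares of 2 clusters at 0.5 passed the threshold (edgeR, adjusted p = 0.0207 for each). These were the largest cluster, with a log2 fold difference of -0.62, and the cluster of 189 nuclei led by DSCAML1, SLC35F3 and FRMPD4, with -0.82. Neither held a listed astrocyte marker among its 10 leading genes, and CLSTN2, a listed marker of maturing granule cells, was among those of the second. Whether its nuclei carry RNA of neurons was not tested.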

Top cell cluster markers for the four astrocyte clusters identified revealed cluster-specific and cluster enriched gene markers (Additional file 4: Fig. S4d; Additional file 6: Table S1), which were associated with specific astrocyte biological functions on overrepresentation analysis. Cluster 0 was associated with epidermal growth factor signaling which is crucial for astrocyte transition from quiescent to activated state (Additional file 4: Fig. S4e). Cluster 1 was associated with inositol lipid-mediated signaling, regulation of gene expression, and endothelial proliferation (Additional file 4: Fig. S4f). Cluster 2 was associated with extracellular matrix organization, regulation of synapse potentiation, and axonogenesis (Additional file 4: Fig. S4g). Cluster 3 was associated with synaptic transmission and signaling, dendrite self-avoidance, and glutamate signaling (Additional file 4: Fig. S4h). These findings support the presence of functionally diverse population of astrocytes in the late gestation cerebellum.

### Cell–cell communication in the cerebellum is disturbed by chorioamnionitis

Initial gene differential expression analysis suggested suppression of Purkinje cell–GCP signaling. To further determine the effect of chorioamnionitis on the intercellular communication networks in the developing cerebellum, we analyzed our data on CellChat [36]. CellChat uses established ligand-receptor knowledge for quantitative inference and quantitation of intercellular communication networks. Quantification of the global number of interactions and interaction strength among the cell clusters identified showed that LPS increased the number and strength of inferred interactions among the cell clusters (Fig. 6a, b). LPS particularly decreased the incoming interaction strength for oligodendrocytes, Purkinje cells, and endothelial mural cells, and increased the incoming interaction strength for proliferating GCs, Bergman glia, and Golgi cells (Fig. 6c). Moreover, LPS decreased the number and strength of interaction between UBCs and Purkinje cells (Fig. 6b).

**Fig. 6:**
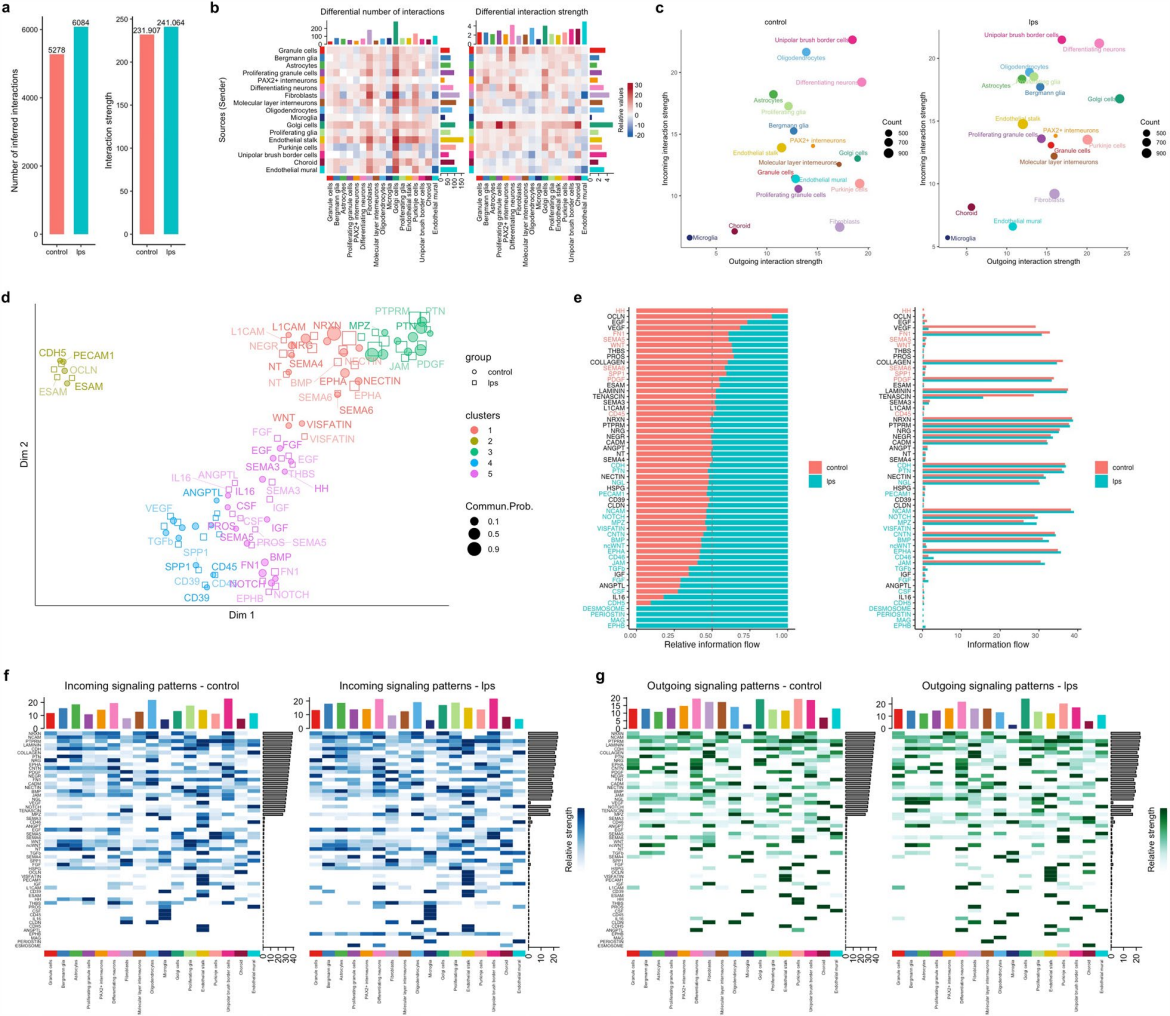
Cell–cell communication is disrupted by antenatal inflammation. **a** Global number of inferred interactions (left) and global strength of interaction (right) in the cerebellum of control and LPS-exposed fetuses. **b** Differential number of interactions and interactions strength between each cell type identified on clustering. Red represents increased, blue represents decreased. The top colored barplot represents the sum of column values displayed in the heatmap (incoming interactions), the right colored barplot represents the sum of row values (outgoing interactions). **c** Scatterplot of outgoing and incoming interaction strength for each cell cluster in two dimensions. **d** Scatterplot and classification of communication networks based on their functional similarity. **e** Bar plots of relative (right) and absolute information flow showing conserved and context-specific signaling pathways in control and LPS. **f** Heatmap of incoming signaling patterns in each cluster in control (right) and LPS (left). **g** Heatmap of incoming signaling patterns in each cluster in control (right) and LPS (left)

We then investigated how the cell–cell communication architecture changed in chorioamnionitis by projecting the inferred cell communication networks from control and LPS in a shared two-dimensional space based on their functional similarity (Fig. 6d). We identified 5 major signaling groups based on functional similarity of which some were unique to control such as Hedgehog (HH, cluster 5), and others unique to LPS such as EphrinB (EPHB) and Desmosome in cluster 5, and periostin and MAG in cluster 4. In addition, other pathways such as WNT, bone morphogenetic protein (BMP), and netrin-F ligand (NGL) were classified into different groups in control and LPS, suggesting that these pathways changed their cell–cell communication architecture in chorioamnionitis (Fig. 6d, Additional file 5: Fig. S5).

Next, we determined the conserved and context-specific signaling pathways in control and LPS by comparing the information flow for each signaling pathway (Fig. 6e). We identified HH as a control-specific pathway, while desmosome, periostin, MAG, and EPHB as LPS-specific pathways, albeit with small absolute information flow. Moreover, we identified significant differences in information with both increases in LPS (such as WNT and PDGF) as well as decreases in LPS (such as NOTCH, BMP, and FGF) relative to control. We then analyzed the cell-specific incoming and outgoing signaling patterns for the pathways identified above (Fig. 6f, g). Purkinje cells were the unique source of HH signaling in controls targeting multiple cell types and HH signaling was not present in LPS. 

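SHH (ENSMMUG00000007356) had 57 UMIs in all nuclei, and 39 of them, 68.4%, were in the 116 Purkinje nuclei. Outside these, 18 of 30483 nuclei held an SHH UMI, 13 of them in the granule lineage. DHH (ENSMMUG00000012776) was found in 38, 24, 30 and 22 granule nuclei in Control 1, Control 2, LPS 1 and LPS 2, respectively. IHH (ENSMMUG00000000785) was found in at most 5 granule nuclei of a library. The inference of signaling by CellChat was not repeated.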

Oligodendrocytes were the unique source and target of MAG in LPS, and MAG signaling was not present in controls.

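MAG (ENSMMUG00000017617) had 1149, 925, 1030.2 and 924 CPM in mature oligodendrocytes in Control 1, Control 2, LPS 1 and LPS 2, respectively. UMIs of MAG were found in 18 of 19, 9 of 12, 13 of 13 and 56 of 64 of these nuclei. Median depth was 10038, 3427, 9772 and 3861 UMIs per mature nucleus. Thinned to 1000 UMIs, the share of mature nuclei with a MAG UMI was 73.7, 58.3, 23.1 and 59.4%. In granule nuclei, which should lack MAG, it was found in 1.06, 0.100, 0.810 and 0.862%, at median depths of 4355, 1730, 3914 and 2715 UMIs. The difference in MAG between conditions within mature oligodendrocytes was a log2 fold change of -0.062 (standard error 0.50, adjusted p = 1.00 from edgeR's quasi-likelihood test). The 2 mature clusters were mixed differently in the libraries, with 13 of 19, 5 of 12, 9 of 13 and 58 of 64 mature nuclei in the cluster led by GSN and the rest in that led by RRAS2.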

### Chorioamnionitis impairs SHH signaling from Purkinje cells to proliferating GCs

Given the finding of suppressed HH signaling from Purkinje cells in LPS-exposed fetuses, we further analyzed the differential interactions from Purkinje cells to proliferating GCPs/GCs between LPS and control. 

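Transcripts of ligands were compared in the Purkinje nuclei and those of receptors in the proliferating precursors. NRG2 (ENSMMUG00000010301) had 361, 256, 247 and 462 CPM in Purkinje nuclei in Control 1, Control 2, LPS 1 and LPS 2, respectively, a log2 fold change of 0.10 by edgeR (standard error 0.58, adjusted p = 1.00). It was -0.34 without LPS 2, -0.22 without Control 2 and -0.014 without a filter on low counts. ERBB4 (ENSMMUG00000001674) had 1272, 1326, 1855 and 985 CPM in the precursors. NCAM1 (ENSMMUG00000004688) had 1646, 1542, 1702 and 1313 CPM in Purkinje nuclei, a log2 fold change of -0.12 (standard error 0.69, adjusted p = 1.00), which was 0.10 without LPS 2 and 0.10 without Control 1. NCAM1 had 1192, 1089, 1254 and 1273 CPM in the precursors. FGF9 (ENSMMUG00000009912) had 48.7, 71.6, 61.3 and 36.2 CPM in Purkinje nuclei, a log2 fold change of -0.21 (standard error 0.57, adjusted p = 1.00), which was 0.061 without LPS 2. FGFR1 (ENSMMUG00000022478) had 49.6, 66.9, 52.0 and 97.3 CPM in the precursors. Each of the log2 fold changes in Purkinje nuclei was smaller than its standard error. In the precursors NCAM1 was higher in both LPS-exposed fetuses than in both controls, FGFR1 was higher in the LPS-exposed fetus within each replicate number, and ERBB4 was higher within replicate 1 and lower within replicate 2.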

We found several increased inferred interactions in LPS, such as NRG2–ERBB4 which is involved in the formation and maturation of synapses, neural cell adhesion molecule (NCAM) interactions that are involved in the final stages of axonal growth and synaptic stabilization, and FGF–FGFR interactions that inhibit SHH-mediated proliferation (Fig. 7a). Furthermore, we found decreased SHH-PTCH signaling in LPS, which is necessary for maintenance of GCP proliferation in the external granule layer (Fig. 7a). 

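In proliferating precursors, PTCH1 (ENSMMUG00000002634) had 216, 308, 182 and 262 CPM in Control 1, Control 2, LPS 1 and LPS 2, respectively. SMO (ENSMMUG00000012110) had 218, 225, 167 and 228 CPM. GLI2 (ENSMMUG00000001868) had 200.1, 511, 172 and 452 CPM and GLI1 (ENSMMUG00000022058) had 5.09, 4.52, 1.91 and 12.0 CPM. For each of these genes the ranges of the groups overlapped, and the levels of PTCH1 and GLI2 were higher in replicate 2 than in replicate 1 of both groups. Within each replicate number, PTCH1 and GLI2 were lower in the LPS-exposed fetus than in the control. No gene was called within the proliferating precursors by edgeR among 10572 tested, and 22 had an unadjusted p under 0.05.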

Analysis of the expression of the different molecules in the HH pathways revealed decreased expression of SHH in Purkinje cells (Fig. 7b). 

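In the Purkinje nuclei, SHH had 13, 18, 6 and 2 UMIs in Control 1, Control 2, LPS 1 and LPS 2, respectively, or 21.1, 46.0, 13.1 and 18.1 CPM. Its log2 fold change was -1.21 (standard error 0.90, adjusted p = 1.00, edgeR's quasi-likelihood test without a filter on low counts). The level was below both controls in 2 of 2 LPS-exposed fetuses, and over the alternatives the log2 fold change lay between -1.48 and -0.55, the latter with each nucleus thinned to 1000 UMIs, where too few UMIs are left to show a direction. UMIs of SHH were found in 12, 17, 5 and 2 of 27, 54, 22 and 13 Purkinje nuclei, shares of 44.4, 31.5, 22.7 and 15.4%. The exact 95% confidence intervals, 25.5% to 64.7%, 19.5% to 45.6%, 7.82% to 45.4% and 1.92% to 45.4%, overlap and cover counting error only. Median depth was 24546, 6840, 19132 and 9549 UMIs per Purkinje nucleus. After thinning, 0, 3, 0 and 1 Purkinje nuclei held an SHH UMI. In granule nuclei, which give the background, SHH was found in 6 of 6725, 2 of 5994, 3 of 5064 and 2 of 4292, at a median depth of 4355, 1730, 3914 and 2715 UMIs.

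**Figure D5:**
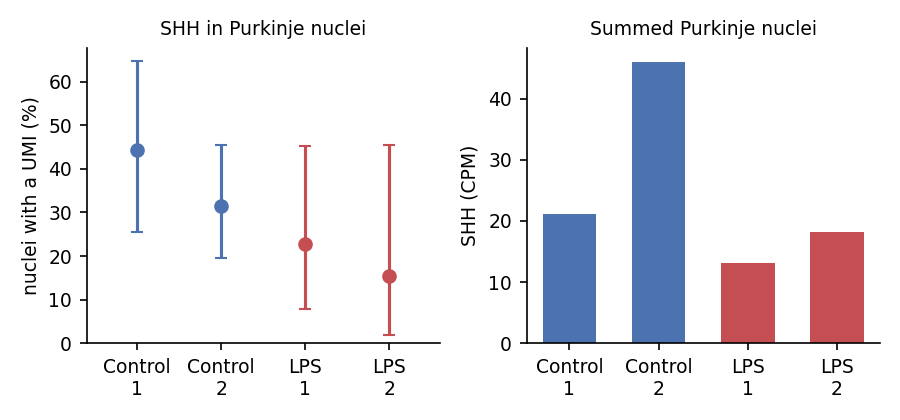
Share of Purkinje nuclei with an SHH UMI (%, points with exact 95% confidence intervals) and SHH in summed Purkinje nuclei (CPM, bars) per library, controls in blue and LPS-exposed fetuses in red. SHH was highest in Control 2, with 46.0 CPM, and lowest in LPS 1, with 13.1 CPM.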

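Among the other classes, Bergmann glia had 356, 709.6, 398 and 623 CPM of PTCH1 in Control 1, Control 2, LPS 1 and LPS 2, respectively, and 104, 123, 102 and 109 CPM of SMO. In every library the level of PTCH1 in Bergmann glia was above that of the proliferating precursors, and the level of SMO was below.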

Detailed analysis of senders, receivers, and modulators of HH signaling in control animals showed Purkinje cells as the sole sender and proliferating GCPs as the major receiver. We then confirmed localization and expression of SHH at the protein level in the cerebellum (Fig. 7d). Immunohistochemistry showed SHH localized to Purkinje cell and GCPs/GCs with overall decreased signal in LPS. Western blot confirmed decreased SHH in LPS animals relative to control, corroborating that SHH is secreted by Purkinje cells and that SHH production and secretion of SHH is decreased in LPS (Fig. 7d).

**Fig. 7:**
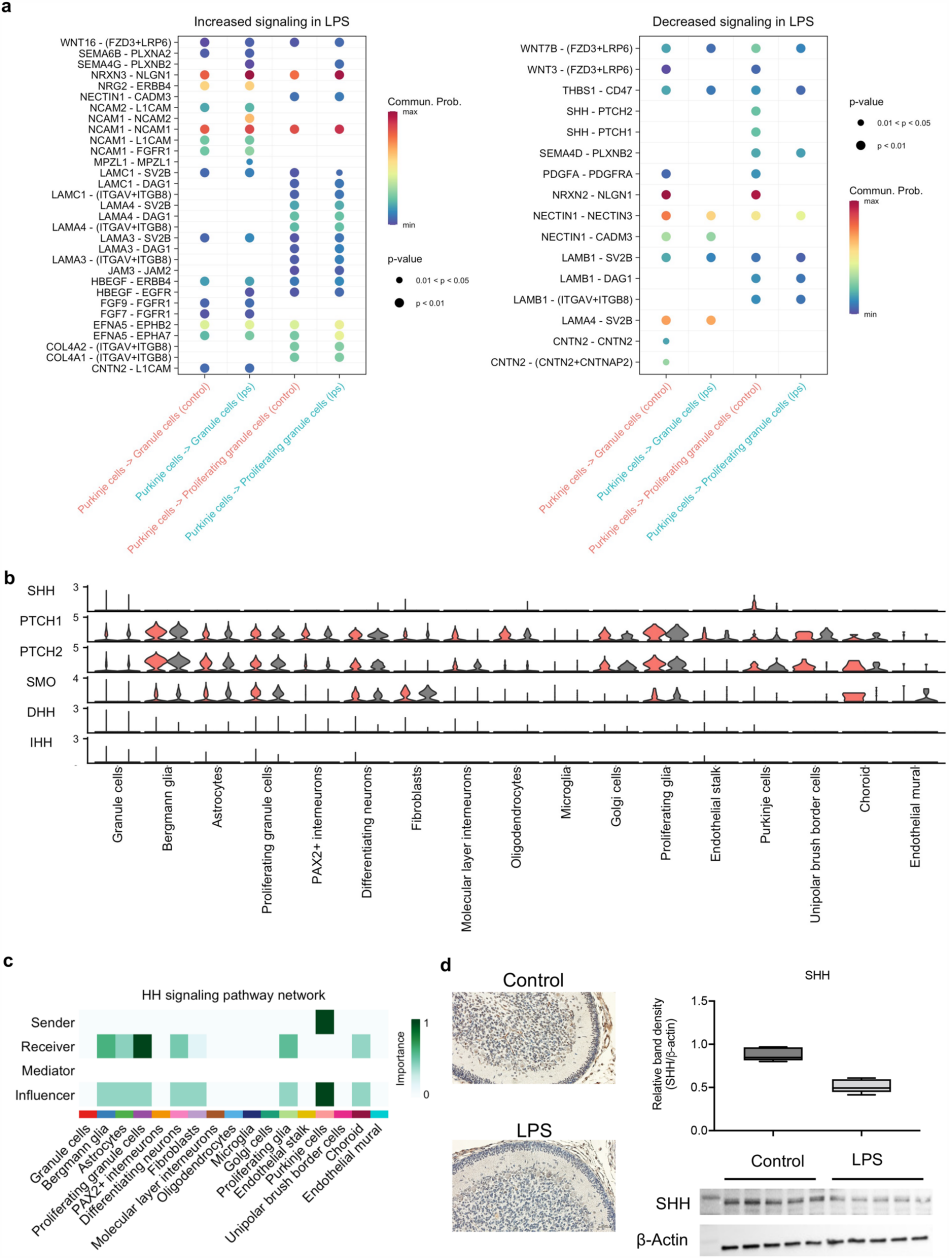
Chorioamnionitis impairs SHH signaling from Purkinje cells into proliferating GCPs/GCs. **a** Bubble plots of communication probability of ligand-receptors from Purkinje cells into GCPs and from Purkinje cells into GCs upregulated (right) and downregulated (left) in LPS compared to control. **b** Violin plot of signaling genes associated related to SHH signaling. **c** Heatmap of senders, receivers, mediators, and influencers of SHH signaling showing exclusive origin of SHH in Purkinje cells in controls and proliferating GCPs/GCs as the dominant receiver. **d** Immunohistochemistry and Western blot for SHH showing decreased SHH in the cerebellum of LPS-exposed fetuses compared to controls, *p* value < 0.001 (*n* = 5 animals/group)

### Chorioamnionitis promote maturation signaling in oligodendrocytes

We then delved into the signaling pathways involved in oligodendrocyte differentiation. During transition from oligodendrocyte precursor cell to myelinating oligodendrocyte there is decreased expression of PDGFRA and increased expression of myelin associated genes MBP, MAG, and myelin oligodendrocyte protein (MOG). 

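Within the oligodendrocyte precursors, PDGFRA (ENSMMUG00000017395) had 1467, 1302, 1339.6 and 1372 CPM in Control 1, Control 2, LPS 1 and LPS 2, respectively, a log2 fold change of -0.032 by edgeR (standard error 0.43, adjusted p = 1.00). In mature oligodendrocytes it had 182, 262, 295 and 110.1 CPM. In mature oligodendrocytes PDGFC (ENSMMUG00000022900) had 16, 6, 2 and 7 UMIs, or 85.5, 105, 16.0 and 23.4 CPM, lower in both LPS-exposed fetuses than in both controls (adjusted p = 1.00 and an unadjusted p under 0.05, edgeR). In the precursors PDGFC had 27, 3, 19 and 5 UMIs, or 90.0, 32.3, 116 and 47.3 CPM, a log2 fold change of 0.31 (adjusted p = 1.00), higher in the LPS-exposed fetus within each replicate number.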

We found that LPS increased MAG signaling and decreased PDGFC-PDGFRA in oligodendrocytes (Fig. 8a). 

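PDGFC had 419, 208, 412 and 226 CPM in proliferating glia in Control 1, Control 2, LPS 1 and LPS 2, respectively, 63.8, 46.8, 76.4 and 29.6 CPM in endothelial stalk cells and 303, 85.5, 742 and 141 CPM in unipolar brush cells. In each of these classes the ranges of the groups overlapped, and the level was higher in replicate 1 than in replicate 2 of both groups. Within each replicate number, the level in unipolar brush cells was higher in the LPS-exposed fetus, and in the other 2 classes the replicates differed in direction.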

Analysis of senders, receivers, and modulators showed that PDGF signaling from proliferating glia, endothelial stalk cells, and UBC was decreased in LPS compared to controls; while MAG signaling was exclusive to LPS-exposed fetuses (Fig. 8b). At the gene level, chorioamnionitis decreased the expression of PDGFC and PDGFRA and increased the expression of MBP, MAG, and MOG (Fig. 8c), consistent with our finding of decreased MBP at the protein level (Fig. 4d).

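In the summed oligodendrocyte nuclei, PDGFC had 169.8, 113, 195 and 50.5 CPM in Control 1, Control 2, LPS 1 and LPS 2, respectively, a log2 fold change of -0.21 (standard error 0.60, adjusted p = 1.00) by edgeR. Its log2 fold change was 0.49 without LPS 2 and 0.23 without Control 1. PDGFRA had 785, 679, 733 and 423 CPM, a log2 fold change of -0.33 (standard error 0.45, adjusted p = 1.00), and 0.055 without LPS 2. MBP (ENSMMUG00000011333) had 4268, 3775, 4533 and 9628 CPM, a log2 fold change of 0.79 (standard error 0.65, adjusted p = 1.00). MAG had 298, 225, 295 and 434 CPM and a log2 fold change of 0.45, and MOG (ENSMMUG00000002967) had 229.9, 209, 309.6 and 354 CPM and a log2 fold change of 0.59. MBP, MAG and MOG kept their direction with each library left out in turn. None of the 5 genes passed the threshold in DESeq2 or in edgeR, with or without a replicate block. In edgeR's main test, without the block, none had an unadjusted p under 0.05. Without LPS 1, PDGFC had a log2 fold change of -1.60. Within mature oligodendrocytes the log2 fold change was 0.33 for MBP and 0.069 for MOG.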

**Fig. 8:**
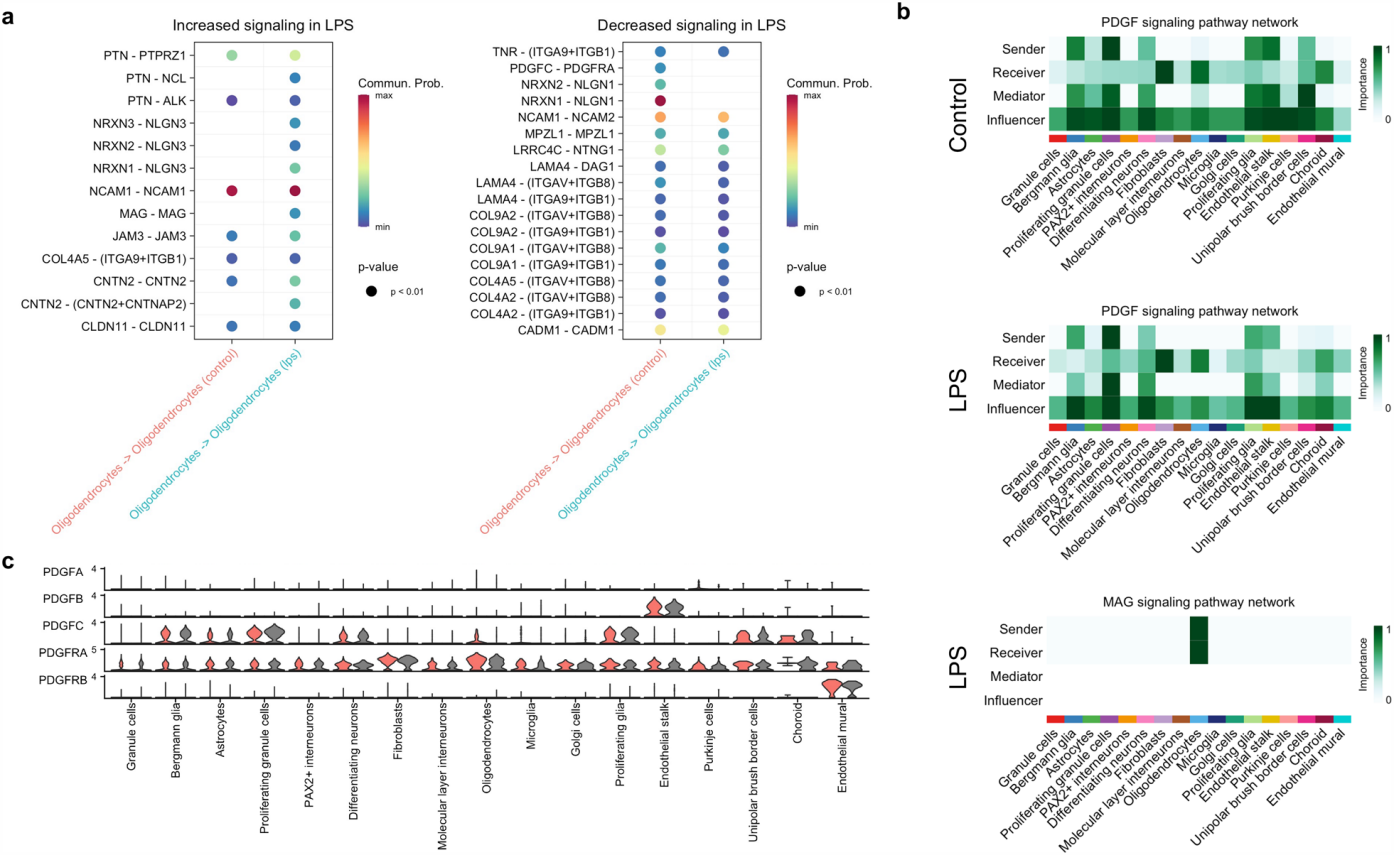
Chorioamnionitis impairs oligodendrocyte maturation signaling. **a** Bubble plots of communication probability of ligand-receptors from/to oligodendrocytes upregulated (right) and downregulated (left) by LPS compared to control. **b** Heatmap of senders, receivers, mediators, and influencers of PDGF and MAG signaling showing decreased PDGF signaling outgoing and incoming from oligodendrocytes in controls and exclusive MAG signaling in LPS. **c** Violin plot of signaling genes associated related to PDGF-PDGFRA signaling

## Discussion

In this study we demonstrate, in a clinically relevant model of prematurity and chorioamnionitis using preterm Rhesus macaques, that antenatal inflammation disrupts cerebellar development by impairing hedgehog signaling from Purkinje cells. Impaired hedgehog signaling was associated with accelerated maturation of GCss and oligodendrocytes on single-nuclei analyses confirmed by translational analyses we show that chorioamnionitis leads to a decrease in the number of Purkinje cells with accelerated maturation of GCss and oligodendrocytes in the developing cerebellum. We also determine that decreased Purkinje cell-derived SHH signaling to GCs and pre-oligodendrocytes is driving the disrupted cerebellar development. These findings are consistent with autopsy of individuals with ASD [10].

The improved survival of extreme preterm infants is obviating the association of preterm birth and ASD. A large cohort study of over 4 million singleton births showed that prevalence of autism in extremely preterm births was as high as 6.1% [40]. A recent metanalysis including 18 studies examining the prevalence of ASD in preterm infants found a similar prevalence rate of 7% [2]. Development of ASD is also linked to prenatal inflammation. The presence of histological chorioamnionitis carries an increased risk of development of ASD [4]. Follow-up from a large cohort of preterm infants showed an increased risk for ASD when histological chorioamnionitis was present [41]. The clinical link between antenatal inflammation and neurodevelopmental disorders with ASD-like phenotype is corroborated by animal studies. In mice, maternal immune activation disrupts the integrated stress response in the fetal brain leading to neurobehavioral abnormalities [15]. In pregnant rats injected with intraperitoneal Group B Streptococcus there was histological evidence of chorioamnionitis and the offspring was more likely to show abnormal social interaction, impaired communication, and hyperactivity [42].

In the preterm rhesus macaque model IA LPS has been shown to induce robust cell neutrophilic recruitment and the chorio-decidual interface, which is associated with systemic fetal inflammatory response [20, 38]. In this model, we have observed early neuroinflammation of the cerebellum with increased expression of cytokines and increased IL-6 in the CSF [37]. At 5 days we found a more subtle but persistent neutrophilic infiltrate and inflammation of the amniotic membranes. The fetal systemic inflammation induced by IA LPS was associated with decreased number of Purkinje cells by snRNA-seq and a trend of decreased density of Purkinje cells on histology. Loss of cerebellar Purkinje cells is among the most observed histopathological findings in autism [10, 43, 44]. Experimental data from Lurcher mice, which are genetically programmed to have variable degrees of Purkinje cell death after birth, show a correlation between loss of Purkinje cells and deficits on serial reversal-learning task, which measures low order behavioral flexibility [43]. The mechanisms of Purkinje cell loss need to be further explored at earlier timepoints.

Purkinje cells are master regulators of cerebellar development [45]. In rodents, there is a critical window of cerebellar development during the first 2 weeks of life which corresponds to third trimester cerebellar development in primates. During this period, different perinatal insults can lead to Purkinje cell loss and dysfunction. In a rodent model of neonatal brain injury induced by hypoxia, there is delayed Purkinje cell arborization and reduction in firing associated with long-term cerebellar learning deficits that can be partially restored by GABA reuptake inhibitors [46, 47]. Exposure to systemic LPS in the second week of life of rodents induces prostaglandin E2 production in the cerebellum and administration of either LPS or prostaglandin E2 at this impairs growth of the Purkinje cell dendritic tree and reduces social play behavior in males, suggesting a developmental-specific role of prostaglandins in cerebellar injury. In a similar model, IA LPS increases cerebellar COX-2 mRNA in the cerebellum of rhesus macaques at 130 days of gestation [37]. Moreover, genes that regulate Purkinje cell development have been implicated in the pathogenesis of ASD. The autism susceptibility candidate 2 (AUTS2) was identified as a risk gene for ASD in human genetic studies [48]. Interestingly, AUTS2 is selectively expressed in Purkinje cells and Golgi cells during postnatal development in rodents and conditional deletion of AUTS2 results in an underdeveloped cerebellum with immature Purkinje cells and impaired motor learning and vocal communication [49].

Purkinje cells regulate cerebellar GC maturation by maintaining their proliferative status through SHH signaling [50]. We found that chorioamnionitis led to decreased SHH signaling in Purkinje cells and accelerated maturation of GCs, with decreased SHH expression in chorioamnionitis confirmed at the protein level. A recent study of preterm baboons without exposure to prenatal inflammation showed that preterm birth was associated with structural and functional changes in Purkinje cells, including decreased synaptic input and abnormal action potentials firing and adaptation [51]. Autopsy of preterm infants showed decreased thickness of the internal and external granule layers with decreased expression of SHH in the Purkinje cell layer compared to term stillborn infants [19]. Our findings show that prenatal inflammation leads to Purkinje cell loss and disrupted development of GCs in the developing cerebellum of preterm fetuses that may have important implications on long-term neurodevelopmental outcomes. In the changes we observed, in addition to disrupted neuronal maturation, we found that chorioamnionitis also accelerated pre-oligodendrocyte maturation into myelinating oligodendrocytes, evidenced by an increase in myelin-associated genes including MBP and MAG. This finding was consistent with increased expression of MBP on protein analysis and appears to be unique to the cerebellum. A postmortem study from patients with autism showed that in the cerebral white matter myelin-related proteins are decreased, but in the cerebellum they are increased [52]. In addition, a mouse model of placental endocrine deficiency showed sex-specific effects in cerebellar myelination, with increased myelin in male, which was associated with neurobehavioral abnormalities consistent with autism [53]. While SHH signaling is not a classic mechanism of oligodendrocyte maturation, in vitro studies with cerebellar organotypic cultures have shown that SHH produced by Purkinje cells stimulates the proliferation of oligodendrocyte precursor cells and the decreased SHH production during postnatal development is associated with maturation of oligodendrocytes in the cerebellum [53]. This data suggests that the loss of Purkinje cells with decreased SHH signaling in LPS-exposed fetuses may be a common mechanism to accelerated GC and oligodendrocyte maturation.

While our study relied primarily on bioinformatics, which was limited by the number of animals used in the analyses, we used histopathological assessment to confirm our findings in a larger number of animals. Despite this limitation, the use of a nonhuman primate model provides highly translational insight into the effects of antenatal inflammation on cerebellar development. We also were not able to assess the cause of Purkinje cell loss, which would require additional studies at earlier timepoint to assess for mechanisms of cell injury and death as these cells are already differentiated at the time of the insult. In addition, we were not able to confirm histologically the increase in UBCs identified on single cell. Finally, postnatal behavioral studies would also provide additional insight into the functional significance of our findings.

## Conclusions

Overall, our findings in a preterm nonhuman primate model of chorioamnionitis support the role of prenatal inflammation in disrupted cerebellar development through reduction of Purkinje cells associated with accelerated maturation of GCs and oligodendrocytes. The link between preterm birth and development of ASD is well-established, but the specific mechanisms are unclear. Our results suggest that prenatal inflammation, a common cause of preterm birth, contributes to disrupted cerebellar development leading to changes like the histopathological findings of ASD in the cerebellum. The mechanisms of chorioamnionitis leading to disrupted cerebellar development and ASD may be common to other inflammatory exposures during pregnancy including congenital infections and viral illnesses such as influenza.

### Supplementary Information

**Additional file 1: Fig. S1.** Flow cytometry of the chorio-decidua cells.

**Additional file 2: Fig. S2.** Multiplex ELISA for cytokines in the maternal and fetal plasma.

**Additional file 3: Fig. S3.** Microglial diversity in the developing cerebellum. **a,** UMAP plot of the microglia cluster showing 3 subpopulations. **b,** Heatmap of top differentially expressed genes in each microglia cluster **c,** UMAP plot of microglia cluster by condition. **d,** Expression of canonical and cluster-specific microglial markers. **e**, Gene set enrichment analysis for Biological processes of genes differentially regulated in cluster 0. **f**, Gene set enrichment analysis for Biological processes of genes differentially regulated in cluster 1. **g**, Gene set enrichment analysis for Biological processes of genes differentially regulated in cluster 2.

**Additional file 4: Fig. S4.** Astrocyte diversity in the developing cerebellum. **a,** UMAP plot of the astrocyte cluster showing 3 subpopulations. **b,** Heatmap of top differentially expressed genes in each astrocyte cluster **c,** UMAP plot of astrocyte clusters by condition. **d,** Expression of cluster-specific markers. **e**, Gene set enrichment analysis for Biological processes of genes differentially regulated in cluster 0. **f**, Gene set enrichment analysis for Biological processes of genes differentially regulated in cluster 1. **g**, Gene set enrichment analysis for Biological processes of genes differentially regulated in cluster 2. **h**, Gene set enrichment analysis for Biological processes of genes differentially regulated in cluster 3.

**Additional file 5: Fig. S5.** Classification of cellular communication networks based on function similarity.

**Additional file 6: Table S1.** Top 10 differentially expressed genes in each of the 24 clusters identified, used for cell type identification.

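Table S1 of the paper lists marker genes of its 24 clusters, found by comparing the nuclei of each cluster with all others. The clusters made here are not those of the paper, and their names came from marker lists that drew on this table.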

**Additional file 7: Table S2.** Top 10 differentially expressed genes for specific cell clusters: GCPs/GCs, Purkinje cells, oligodendrocytes, microglia, and astrocytes.

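Table S2 of the paper lists marker genes of the re-clustered cell types. Its markers of the unipolar brush cell clusters all have an adjusted p of 1 in the table. Here the leading genes of the 2 clusters at a resolution of 1.0 were led by KCTD16 in the larger and by IGFBP5 in the smaller.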

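Table S3 of the paper lists 317 genes of the granule lineage, 179 higher and 138 lower in LPS-exposed fetuses, and gives 302 of them an adjusted p under 0.1. Of the 317, 315 were tested here, and the summed nuclei changed with the sign of the table in 99.7%. Both LPS-exposed fetuses lay beyond both controls on the side of the table in 17.1%. With 4 exchangeable fetuses chance gives 16.7% for a sign fixed beforehand and 33.3% in either direction. Here the choice of genes fixed the sign, so 16.7% is too low as the reference. Of all 14881 genes tested, 928 were higher and 959 lower in both LPS-exposed fetuses than in both controls, 12.7% in the 2 directions together. The change had the sign of the table in 73.3% of genes in LPS 1 and 85.1% in LPS 2. No gene of the list passed in edgeR or DESeq2, over all genes or adjusted over the list alone.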

**Additional file 8: Table S3.** Differentially expressed genes in LPS compared to controls in the GCPs/GCs clusters.

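Table S4 of the paper, named as that of Purkinje cells, is identical to Table S3 in all 317 of its entries. In the Purkinje nuclei, 263 of its genes were tested, and 65.8% changed with the sign of the table. Both LPS-exposed fetuses lay beyond both controls on the side of the table in 8.37%. The 16.7% that chance gives with 4 exchangeable fetuses is no reference here, since the list was chosen in granule nuclei of the same fetuses. Of all 6408 genes tested, 603 were higher and 549 lower in both LPS-exposed fetuses than in both controls, 18.0% in the 2 directions together. In LPS 1 74.5% of genes had the sign of the table, and in LPS 2 44.9%.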

**Additional file 9: Table S4.** Differentially expressed genes in LPS compared to controls in the Purkinje cell cluster.

**Additional file 10: Table S5.** Differentially expressed genes in LPS compared to controls in the oligodendrocyte cluster.

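Table S5 of the paper lists 709 genes as higher and 458 as lower in LPS-exposed fetuses, and gives 72 of them an adjusted p under 0.1 and 64 under 0.05. Its tests took nuclei as replicates. Over the whole list, the median log2 change toward the table was 0.22 in LPS 1 and 0.71 in LPS 2 in the summed nuclei.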

## Data Availability

The gene expression data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession no. GSE205001.

## Abbreviations

ASD: Autism spectrum disorder
BMP: Bone morphogenetic protein
CADM2: Cell adhesion molecule 2
CX3CR1: C-X3-C motif chemokine receptor
DAB2: Disable 2
EGL: External granule layer
EPHB: EphrinB
FGF: Fibroblast growth factor
FGFR: Fibroblast growth factor receptor
GC: Granule cell
GCP: Granule cell precursor
HH: Hedgehog
IA: Intra-amniotic
IGL: Internal granule layer
IL-6: Interleukin-6
IL-17: Interleukin-17
IL-1ra: Interleukin-1 receptor antagonist protein
LPS: Lipopolysaccharide
MAG: Myelin-associated glycoprotein
MBP: Myelin basic protein
NCAM: Neural cell adhesion molecule
NGL: Netrin-F ligand
OPC: Oligodendrocyte progenitor cell
PCA: Principal component analysis
PDGFC: Platelet-derived growth factor C
PDGFRA: Platelet-derived growth factor receptor α
PLXDC2: Plexin domain containing 2
PTCH: Patched
SHH: Sonic Hedgehog
snRNA-seq: Single-nuclei RNA sequencing
TOP2A: Topoisomerase IIα
TREM2: Triggering receptor expressed on myeloid cells 2
UBC: Unipolar brush border cell
WNT: Wingless int

## References

[1] Maenner MJ, Shaw KA, Bakian AV, Bilder DA, Durkin MS, Esler A (2021). Prevalence and characteristics of autism spectrum disorder among children aged 8 years—autism and developmental disabilities monitoring network, 11 sites, United States, 2018. MMWR Surveill Summ.

[2] Agrawal S, Rao SC, Bulsara MK, Patole SK (2018). Prevalence of autism spectrum disorder in preterm infants: a meta-analysis. Pediatrics.

[3] Romero R, Miranda J, Chaiworapongsa T, Korzeniewski SJ, Chaemsaithong P, Gotsch F (2014). Prevalence and clinical significance of sterile intra-amniotic inflammation in patients with preterm labor and intact membranes. Am J Reprod Immunol.

[4] Tsamantioti E, Lisonkova S, Muraca G, Ortqvist AK, Razaz N (2022). Chorioamnionitis and risk of long-term neurodevelopmental disorders in offspring: a population-based cohort study. Am J Obstet Gynecol.

[5] Straughen JK, Misra DP, Divine G, Shah R, Perez G, VanHorn S (2017). The association between placental histopathology and autism spectrum disorder. Placenta.

[6] Volpe JJ (2021). Commentary—Cerebellar underdevelopment in the very preterm infant: important and underestimated source of cognitive deficits. J Neonatal Perinatal Med.

[7] Limperopoulos C, Bassan H, Gauvreau K, Robertson RL, Sullivan NR, Benson CB (2007). Does cerebellar injury in premature infants contribute to the high prevalence of long-term cognitive, learning, and behavioral disability in survivors?. Pediatrics.

[8] Schmahmann JD (2004). Disorders of the cerebellum: ataxia, dysmetria of thought, and the cerebellar cognitive affective syndrome. J Neuropsychiatry Clin Neurosci.

[9] Sathyanesan A, Zhou J, Scafidi J, Heck DH, Sillitoe RV, Gallo V (2019). Emerging connections between cerebellar development, behaviour and complex brain disorders. Nat Rev Neurosci.

[10] Fatemi SH, Aldinger KA, Ashwood P, Bauman ML, Blaha CD, Blatt GJ (2012). Consensus paper: pathological role of the cerebellum in autism. Cerebellum.

[11] Butts T, Green MJ, Wingate RJ (2014). Development of the cerebellum: simple steps to make a 'little brain'. Development.

[12] Matthews LG, Inder TE, Pascoe L, Kapur K, Lee KJ, Monson BB (2018). Longitudinal preterm cerebellar volume: perinatal and neurodevelopmental outcome associations. Cerebellum.

[13] Parker J, Mitchell A, Kalpakidou A, Walshe M, Jung HY, Nosarti C (2008). Cerebellar growth and behavioural & neuropsychological outcome in preterm adolescents. Brain.

[14] Allin M, Matsumoto H, Santhouse AM, Nosarti C, AlAsady MH, Stewart AL (2001). Cognitive and motor function and the size of the cerebellum in adolescents born very pre-term. Brain.

[15] Kalish BT, Kim E, Finander B, Duffy EE, Kim H, Gilman CK (2021). Maternal immune activation in mice disrupts proteostasis in the fetal brain. Nat Neurosci.

[16] Volpe JJ (2009). Brain injury in premature infants: a complex amalgam of destructive and developmental disturbances. Lancet Neurol.

[17] Pierrat V, Marchand-Martin L, Arnaud C, Kaminski M, Resche-Rigon M, Lebeaux C (2017). Neurodevelopmental outcome at 2 years for preterm children born at 22 to 34 weeks’ gestation in France in 2011: EPIPAGE-2 cohort study. BMJ Brit Med J..

[18] Courchesne E, Karns CM, Davis HR, Ziccardi R, Carper RA, Tigue ZD (2001). Unusual brain growth patterns in early life in patients with autistic disorder: an MRI study. Neurology.

[19] Haldipur P, Bharti U, Alberti C, Sarkar C, Gulati G, Iyengar S (2011). Preterm delivery disrupts the developmental program of the cerebellum. PLoS ONE.

[20] Presicce P, Park CW, Senthamaraikannan P, Bhattacharyya S, Jackson C, Kong F, et al. IL-1 signaling mediates intrauterine inflammation and chorio-decidua neutrophil recruitment and activation. JCI Insight. 2018;3(6).10.1172/jci.insight.98306PMC592692529563340

[21] Stuart T, Butler A, Hoffman P, Hafemeister C, Papalexi E, Mauck WM (2019). Comprehensive integration of single-cell data. Cell.

[22] Young MDB, S. SoupX removes ambient RNA contamination from droplet-based single-cell RNA sequencing data. GigaScience. 2020.10.1093/gigascience/giaa151PMC776317733367645

[23] Kozareva V, Martin C, Osorno T, Rudolph S, Guo C, Vanderburg C (2021). A transcriptomic atlas of mouse cerebellar cortex comprehensively defines cell types. Nature.

[24] Wizeman JW, Guo Q, Wilion EM, Li JY. Specification of diverse cell types during early neurogenesis of the mouse cerebellum. Elife. 2019;8.10.7554/eLife.42388PMC638235330735127

[25] Carter RA, Bihannic L, Rosencrance C, Hadley JL, Tong Y, Phoenix TN (2018). A single-cell transcriptional atlas of the developing murine cerebellum. Curr Biol.

[26] Single Cell Proportion Test [Internet]. 2020. Available from: https://github.com/rpolicastro/scProportionTest.

[27] Kaimal V, Bardes EE, Tabar SC, Jegga AG, Aronow BJ (2010). ToppCluster: a multiple gene list feature analyzer for comparative enrichment clustering and network-based dissection of biological systems. Nucleic Acids Res.

[28] Xie Z, Bailey A, Kuleshov MV, Clarke DJB, Evangelista JE, Jenkins SL (2021). Gene set knowledge discovery with enrichr. Curr Protoc.

[29] Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res.

[30] Trapnell C, Cacchiarelli D, Grimsby J, Pokharel P, Li S, Morse M (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat Biotechnol.

[31] Qiu X, Mao Q, Tang Y, Wang L, Chawla R, Pliner HA (2017). Reversed graph embedding resolves complex single-cell trajectories. Nat Methods.

[32] Cao J, Spielmann M, Qiu X, Huang X, Ibrahim DM, Hill AJ (2019). The single-cell transcriptional landscape of mammalian organogenesis. Nature.

[33] Street K, Risso D, Fletcher RB, Das D, Ngai J, Yosef N (2018). Slingshot: cell lineage and pseudotime inference for single-cell transcriptomics. BMC Genomics.

[34] de Bézieux HR, Van den Berge K, Street K, Dudoit S (2021). Trajectory inference across multiple conditions with condiments: differential topology, progression, differentiation, and expression. BioRxiv..

[35] McInnes LH, J.; Melville, J. UMAP: uniform manifold approximation and projection for dimension reduction 2018. Available from: https://arxiv.org/abs/1802.03426.

[36] Jin S, Guerrero-Juarez CF, Zhang L, Chang I, Ramos R, Kuan CH (2021). Inference and analysis of cell–cell communication using Cell Chat. Nat Commun.

[37] Schmidt AF, Kannan PS, Chougnet CA, Danzer SC, Miller LA, Jobe AH (2016). Intra-amniotic LPS causes acute neuroinflammation in preterm rhesus macaques. J Neuroinflammation.

[38] Rueda CM, Presicce P, Jackson CM, Miller LA, Kallapur SG, Jobe AH (2016). Lipopolysaccharide-induced chorioamnionitis promotes IL-1-dependent inflammatory FOXP3+ CD4+ T cells in the fetal rhesus macaque. J Immunol.

[39] Louis ED, Babij R, Lee M, Cortes E, Vonsattel JP (2013). Quantification of cerebellar hemispheric Purkinje cell linear density: 32 ET cases versus 16 controls. Mov Disord.

[40] Bokobza C, Van Steenwinckel J, Mani S, Mezger V, Fleiss B, Gressens P (2019). Neuroinflammation in preterm babies and autism spectrum disorders. Pediatr Res.

[41] Venkatesh KK, Leviton A, Hecht JL, Joseph RM, Douglass LM, Frazier JA (2020). Histologic chorioamnionitis and risk of neurodevelopmental impairment at age 10 years among extremely preterm infants born before 28 weeks of gestation. Am J Obstet Gynecol.

[42] Allard MJ, Bergeron JD, Baharnoori M, Srivastava LK, Fortier LC, Poyart C (2017). A sexually dichotomous, autistic-like phenotype is induced by Group B Streptococcus maternofetal immune activation. Autism Res.

[43] Cairns J, Swanson D, Yeung J, Sinova A, Chan R, Potluri P (2017). Abnormalities in the structure and function of cerebellar neurons and neuroglia in the Lc/+ chimeric mouse model of variable developmental Purkinje cell loss. Cerebellum.

[44] Rahi S, Mehan S (2022). Understanding abnormal SMO-SHH signaling in autism spectrum disorder: potential drug target and therapeutic goals. Cell Mol Neurobiol.

[45] Fleming J, Chiang C (2015). The Purkinje neuron: a central orchestrator of cerebellar neurogenesis. Neurogenesis (Austin).

[46] Sathyanesan A, Kundu S, Abbah J, Gallo V (2018). Neonatal brain injury causes cerebellar learning deficits and Purkinje cell dysfunction. Nat Commun.

[47] Zonouzi M, Scafidi J, Li P, McEllin B, Edwards J, Dupree JL (2015). GABAergic regulation of cerebellar NG2 cell development is altered in perinatal white matter injury. Nat Neurosci.

[48] Oksenberg N, Ahituv N (2013). The role of AUTS2 in neurodevelopment and human evolution. Trends Genet.

[49] Yamashiro K, Hori K, Lai ESK, Aoki R, Shimaoka K, Arimura N (2020). AUTS2 governs cerebellar development, Purkinje cell maturation, motor function and social communication. iScience.

[50] Lewis PM, Gritli-Linde A, Smeyne R, Kottmann A, McMahon AP (2004). Sonic hedgehog signaling is required for expansion of granule neuron precursors and patterning of the mouse cerebellum. Dev Biol.

[51] Barron T, Kim JH (2020). Preterm birth impedes structural and functional development of cerebellar Purkinje cells in the developing baboon cerebellum. Brain Sci.

[52] Broek JA, Guest PC, Rahmoune H, Bahn S (2014). Proteomic analysis of post mortem brain tissue from autism patients: evidence for opposite changes in prefrontal cortex and cerebellum in synaptic connectivity-related proteins. Mol Autism.

[53] Vacher CM, Lacaille H, O'Reilly JJ, Salzbank J, Bakalar D, Sebaoui S (2021). Placental endocrine function shapes cerebellar development and social behavior. Nat Neurosci.

How the deposited data were processed for this re-analysis (not part of the article)

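The authors isolated nuclei from the cerebellum of 2 control and 2 LPS-exposed rhesus fetuses, 1 library per fetus. By the paper, the reads were mapped with Cell Ranger 5.0 to the rhesus genome with introns included. The header of the deposited matrices names another version of Cell Ranger. The values of the deposited matrices are UMI counts per gene and barcode, whole numbers that the authors did not normalize, filter or pool, for every barcode of the 10x list. The steps that the paper describes after mapping, such as SoupX, are not in them, and the counts were used unsubtracted. The condition, replicate number, sex and age of each library were taken from its deposited labels and from Table 4 of the paper. The sex labels were checked on genes of the Y chromosome in the RNA of empty droplets. In these droplets UTY had 0.519, 379.5, 1.47 and 349 CPM in Control 1, Control 2, LPS 1 and LPS 2, respectively. DDX3Y, KDM5D and EIF1AY were found in the droplets of Control 2 and LPS 2 and not in those of Control 1 and LPS 1. The gene list holds no entry under the symbol XIST.

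Barcodes with at least 500 genes and at most 5% mitochondrial UMIs were ordered by UMI number, and the number of nuclei in Table 4 of the paper was taken from the top, or all that passed in LPS 1. Libraries were normalized and integrated by the anchor method of Seurat 5.3.0 in R 4.3.3 with 2000 variable features and 30 dimensions, and clusters were made at a resolution of 0.5. Each cluster took the class whose marker list had the highest mean log2 fold difference from the other nuclei, if at least 3 of its markers were raised, and clusters of low UMI number without own markers among their 10 leading genes were left unnamed. The marker lists came from Fig. 1f, Fig. 2d, Fig. 4c and Tables S1 and S2 of the paper and from general knowledge of the cerebellum. Granule nuclei, oligodendrocytes, Purkinje cells, unipolar brush cells, microglia and astrocytes were re-clustered in the integrated data. The remaining steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0 and matplotlib 3.10.9. Pseudotime was a diffusion pseudotime on 30 neighbours, given as a rank from 0 to 1. Doublets were called per library by Scrublet in scanpy. Its automatic threshold marked 0.131% of LPS 2, and the median threshold of the other libraries was used there. Free RNA was profiled for subtraction in barcodes with at most 100 UMIs. The empty droplets named in the text are the next barcodes by UMI number after 3 times the number of nuclei. The free share of the UMIs of a class was estimated from the markers of other classes, as the 0.25 quantile of the ratio of their share in the class to their share in free RNA. In Control 1, Control 2, LPS 1 and LPS 2, respectively, it came to 12.8, 14.7, 12.7 and 20.4% in granule nuclei, 20.4, 22.7, 15.9 and 29.0% in oligodendrocytes and 4.67, 9.76, 8.33 and 10.7% in Purkinje cells.

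The fetus was the replicate in every test. Numbers of nuclei per class, stage or cluster were tested with the quasi-likelihood test of edgeR 4.0.16, with all nuclei of the table as library size and Benjamini-Hochberg adjustment over its classes, at an adjusted p of 0.05. UMIs summed per class and fetus were tested with the same test after filterByExpr and TMM normalization, at the paper's thresholds. DESeq2 1.42.0 was the other tool. Genes failing the filter were taken from a fit without it where the text says so. Medians of pseudotime were compared by exact permutation. Intervals of shares are exact (Clopper-Pearson). Ratios of summed counts to controls used a pseudocount of 1 CPM. Where a share of n nuclei is 0, the limit given is 3/n.

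Precision follows from the number of nuclei and the number of fetuses. For Purkinje cells in LPS 2 the exact 95% interval of the share was 0.114 to 0.364%, and this leaves out the spread between fetuses. The gene tests were tested on simulated data in which 200 genes were changed. These data had the library sizes of the real sums, the same mean of a gene in all libraries before the change, and 1 common dispersion per class. They do not hold the split between replicate numbers. At 2 fetuses per group edgeR called 29.5% of the changed genes in granule nuclei, 31.5% in Purkinje cells and 49.5% in oligodendrocytes, and 1, 1 and 4 unchanged genes. DESeq2 called 37.0, 31.0 and 42.5% of them, and 24, 2 and 3 unchanged genes. Of genes changed by 4 on the log2 scale, edgeR called 80.3, 77.3 and 93.9%, and of those changed by 2, 8.96, 16.4 and 50.7%. In the real edgeR tests, 27 of 14881 genes in granule nuclei had an unadjusted p under 0.05. The numbers were 24 of 6408 in Purkinje cells and 75 of 7963 in oligodendrocytes. These are fewer than unchanged genes would give by chance at this threshold, so the simulations may overstate what the real tests can find. For class shares with a simulated dispersion of 0.05, below the 0.127 of the real shares, a 4-fold change was called in 88.0% of simulations and 1.25% of unchanged classes were called.

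The alternatives were DESeq2, a block for replicate number, each library left out in turn, only nuclei with at least 1000 genes, doublets removed, every barcode that passed, clusters at a resolution of 1.0, re-clustering at 0.3 and 0.8, classes from the marker score of each nucleus, shares of the nuclei outside the granule lineage, nuclei thinned to 1000 UMIs, no filter on low counts, free RNA subtracted from the sums, and equal weight to each stage. Re-clustering of Purkinje cells at 0.3, 0.8 and 1.0, of unipolar brush cells at 1.0, the number of oligodendrocyte clusters at 1.0, and the assignment of granule nuclei to the nearest cluster mean were added after the data were seen. With a library left out, the lone fetus of its group was assumed to vary like the others. Genes are named if the paper names them for the class in its text or figures. Not all genes of the list made by this rule are reported here. The 3 genes with the largest absolute log2 fold change in each direction were to be added per class, among called genes with both LPS-exposed fetuses on one side of both controls, and no gene met this. The Y-linked genes were named as the check of sex. The values of Tables S1 to S5 had been seen when this rule was written. Other named genes, such as SPOCK1 and the leading genes of clusters, were picked after their values were seen.

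Diffusion pseudotime stood in for Monocle3 and Slingshot, and the subtraction of free RNA, as an alternative only, for SoupX. CellChat and the overrepresentation analyses were not repeated, because they rest on databases outside the deposited data. The Western blots, histology and immunofluorescence of the paper were not analysed here.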

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

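The tests of this part were chosen after the results were seen, apart from thinning to 1000 UMIs and the removal of doublets, which were planned.

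In 25 results the difference between the LPS-exposed fetus and the control was in opposite directions in the females (LPS 1 and Control 1) and in the males (LPS 2 and Control 2). The values of genes in this comparison are CPM without TMM normalization. Each sex has 1 fetus per group, so the difference between the sexes was not tested, and chance alone gives opposite directions often. Male minus female, the log2 difference was -1.65 for the share of Purkinje cells, 1.36 for oligodendrocytes, 3.54 for unipolar brush cells, 1.80 for mature granule cells and -0.75 for proliferating precursors, and the difference in median granule pseudotime was 0.296. Among genes of granule nuclei it was 3.52 for OPCML, 3.02 for ZNF385D, 2.16 for CAMK4, 5.28 for LRRC3B, 2.60 for RBFOX1, 2.73 for PTK2B, 6.26 for RAB37, 1.78 for NRXN3, 2.64 for SCN2A and 2.31 for GABRB2, all with a rise in the male pair, and -1.24 for PLXNB2, -2.53 for EBF3 and -2.17 for KLHL29, with a fall in the male pair. In Purkinje cells it was 0.27 for PTCH1, 1.39 for NRG2, -0.28 for NCAM1 and -1.29 for FGF9. In oligodendrocytes it was -1.34 for PDGFC and 0.96 for MAG. In the females several changes were close to 0, with -0.0076 for GABRB2, -0.015 for MAG, 0.048 for NCAM1, 0.072 for PLXNB2, 0.093 for the share of Purkinje cells, -0.12 for CAMK4 and -0.13 for PTCH1, and -0.0582 for granule pseudotime, so for these the direction in females is not clear. With TMM, PLXNB2 had 89.0 CPM in Control 1 and 88.5 CPM in LPS 1, no longer higher in the exposed female. The count of 25 thus depends on the normalization. A technical split that shifts both libraries of a replicate number alike cancels in these differences. Sex, a technical effect on 1 library and the single fetus of each group share the same labels here and cannot be told apart for these 25 results, except as follows for mature granule cells.

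Mature granule nuclei were more frequent in LPS 2 alone, 2.91 times the mean share of the other libraries. Their marker list drew in part on the paper's tables of these same libraries, so their naming is not independent of LPS 2. The tables argue against several technical explanations as the whole cause. Free RNA of mature granule cells would raise their markers as fully in other nuclei of LPS 2, but over the 12 of 13 markers with an excess in its granule nuclei, the median excess of proliferating precursors was 25.0% of that of granule nuclei, and that of astrocytes 29.0%. The form of this statistic computed first, the share of the summed granule excess seen in precursors or astrocytes, gave 48.8%, and 10 of the 13 markers had a larger excess in granule nuclei than in either, so free RNA may account for part of the excess. A difference in depth was tested by thinning, after which the ratio was 3.42, against 3.75 for the same assignment without thinning. The thinned nuclei were assigned to means of clusters made from all UMIs, so thinning does not test the effect of depth on the clusters. Median depth of granule nuclei in LPS 2, 2715 UMIs, lay between those of Control 2 (1730) and LPS 1 (3914). Without called doublets the ratio was 2.91. The technical split between replicate numbers would raise the share of Control 2, which was 12.8%. If nuclei of the outer granule layer alone had been missed in LPS 2, all classes outside the granule lineage would rise alike. However, 10 of 14 named classes were below the mean of the other libraries, and the ratios ran from 0.271 for fibroblasts to 3.99 for unipolar brush cells. This test does not cover a piece of tissue with less of all outer layers, in which other classes could fall or rise. The age of the fetus, 133 days in LPS 2 and at most 131 in the others, cannot be told apart from the exposure in this fetus, because no control of that age is in the study. A larger part of the inner granule layer in the piece of tissue, the sex of the fetus and a response to LPS of this fetus alone stay open and untested. The same holds for the granule pseudotime and for the genes of mature granule cells above (RBFOX1, GABRB2, NRXN3, SCN2A, ZNF385D and LRRC3B), whose changes have the direction of this shift in LPS 2.

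TTR, a transcript of the choroid plexus, was abundant in the empty droplets of LPS 1. The paper removed ambient RNA with SoupX and gives no values for empty droplets. TTR had 4648 CPM in those of LPS 1, against 75.2, 5.13 and 10.0 CPM in Control 1, Control 2 and LPS 2. TTR UMIs were also found in 64.6% of the LPS 1 nuclei outside the choroid or ependymal cluster, and in 4.15, 0.163 and 0.312% of those of the other libraries, so that TTR in the nuclei of LPS 1 is not evidence of its transcription there. In the cluster itself the LPS 1 nuclei held 1160 TTR UMIs and the LPS 2 nuclei none, while transcripts of cilia were found in the nuclei of each, with DNAH7 in 19 of 21 and 12 of 12. HTR2C, another transcript of the choroid plexus and not abundant in empty droplets (20.0 CPM in LPS 1), was found in 21 of 21 LPS 1 nuclei and 0 of 12 LPS 2 nuclei of the cluster. It was in 1 of 2 nuclei of Control 1 and 3 of 3 of Control 2. CLIC6, also of the choroid plexus, was in 1, 3, 15 and 0 nuclei of Control 1, Control 2, LPS 1 and LPS 2. With TTR, HTR2C and CLIC6 all absent from its 12 nuclei, the higher share in LPS 2 was not one of choroid plexus cells by these transcripts. The nuclei of LPS 1 may be choroid plexus cells and those of LPS 2 another ciliated type such as ependymal cells, in which case the higher share in both LPS-exposed fetuses does not describe 1 cell type. Whether choroid plexus was taken along at the dissection of LPS 1 cannot be told apart from a change in that fetus, since the 4648 CPM in empty droplets would follow from both.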

How the results depend on the processing

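Re-clustering Purkinje cells at 0.3, 0.8 and 1.0 and unipolar brush cells at 1.0, counting oligodendrocyte clusters at 1.0, and assigning each granule nucleus to the nearest cluster mean, were chosen after the data were seen, and the other alternatives were planned.

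The share of Purkinje cells kept its direction and stayed short of the threshold under 12 of 12 alternatives, from -1.23 to -0.16 (adjusted p 0.221 to 0.992). For granule nuclei, edgeR called no gene in the main test (27 at an unadjusted p under 0.05) and none under 13 of 13 alternatives, of which DESeq2 had 68 at an unadjusted p under 0.05. SHH in Purkinje cells stayed lower in LPS-exposed fetuses under 7 of 8 alternatives, from -1.48 to -0.74, and none of the 8 was past the threshold. The eighth, thinning (-0.55), rests on 0, 3, 0 and 1 nuclei with an SHH UMI in Control 1, Control 2, LPS 1 and LPS 2, too few to show a direction. The mean pseudotime of oligodendrocytes stayed later in LPS-exposed fetuses under 6 of 6, by 0.0292 to 0.229, although LPS 1 lay below Control 2 in nuclei with at least 1000 genes (0.453 against 0.492) and with doublets removed (0.425 against 0.428). MBP, MAG and MOG kept their direction under 5 of 5. No cluster of unipolar brush cells held LPS nuclei alone, but only the resolution of 1.0, with 2 clusters, could have shown one, since the others gave 1 cluster. Re-clustering of microglia and astrocytes at 0.3 and 0.8 gave no called cluster, while edgeR without LPS 1 called 2 astrocyte clusters at 0.5 (-0.62 and -0.82).

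Leaving out single libraries changed the following results. The share of oligodendrocytes ran from -0.011 without LPS 2 to 1.02 without LPS 1. The share of unipolar brush cells ran from -0.32 without LPS 2 to 1.96 without Control 1, and without LPS 1 it was 1.88 and past the threshold (adjusted p = 0.0241, range over the alternatives 0.0241 to 0.992). The share of choroid or ependymal cells ran from 2.73 without LPS 1 to 3.41 without Control 2, and was no longer past the threshold without Control 1 (2.79) or Control 2. Mature granule cells ran from -0.14 without LPS 2 to 1.49 without LPS 1, past the threshold without LPS 1 (adjusted p 1.7e-05 to 0.981 over the alternatives), and the most mature cluster from -0.062 without LPS 2 to 2.74 without LPS 1. Proliferating precursors ran from -0.45 without LPS 1 to 0.36 without LPS 2, past the threshold in each and in opposite directions (adjusted p 0.0131 to 0.992 over the alternatives), and were at -0.021 without Control 2. Mature oligodendrocytes ran from 0.11 without LPS 2 to 1.55 without LPS 1 and oligodendrocyte precursors from -1.07 without LPS 1 to -0.095 without LPS 2, both past the threshold without LPS 1 (adjusted p 0.00214 to 0.921 and 0.00349 to 0.921 over the alternatives). The difference in granule pseudotime ran from -0.0567 without LPS 2 to 0.236 without LPS 1. Called genes in Purkinje cells numbered 1 without Control 1, 2 without Control 2, 7 without LPS 1 and 9 without LPS 2, and in oligodendrocytes 15, 16, 55 and 12. Picked after the values were seen, the Purkinje genes were ENSMMUG00000000700 without Control 1 and RF01871 and PSMD2 without Control 2, and those without LPS 2 include USP9Y, UTY and NLGN4Y, which are Y-linked and follow the sex of the fetuses left, and TTR, which is abundant in the free RNA of LPS 1. The oligodendrocyte genes without Control 2 and without LPS 2 also include the Y-linked NLGN4Y, USP9Y, UTY and DDX3Y, RF01871 and PSMD2, which had UMIs in the males alone, and TTR. A group then has a single fetus, whose own spread is not seen, so these calls are read as values that depend on single libraries.

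Genes of granule nuclei that reversed ran, from without LPS 2 to without LPS 1, from -0.43 to 3.28 for OPCML, -0.034 to 2.11 for ZNF385D, -0.50 to 1.62 for RBFOX1, -0.73 to 2.89 for PTK2B, -1.56 to 4.16 for RAB37, -0.38 to 1.14 for NRXN3 and -0.48 to 1.80 for SCN2A. LRRC3B ran from -0.70 without LPS 2 to 3.27 without Control 1. With Control 1 left out at the low end and Control 2 at the high end, the range was -1.08 to 0.29 for KDM4B, -1.35 to 0.34 for PLXNB2 and -1.60 to 0.17 for CEP57L1. In Purkinje cells PTCH1 ran from -0.56 without LPS 2 to 0.43 without LPS 1, NRG2 from -0.34 without LPS 2 to 0.56 without Control 1, NCAM1 from -0.41 without LPS 1 to 0.10 without Control 1 and FGF9 from -0.82 without LPS 1 to 0.061 without LPS 2. PTCH1 was also reversed without Control 2 (0.26), NRG2 without Control 2 (-0.22) and NCAM1 without LPS 2 (0.10). In oligodendrocytes PDGFC ran from -1.60 without LPS 1 to 0.49 without LPS 2 and was 0.23 without Control 1, and PDGFRA ran from -0.88 without LPS 1 to 0.055 without LPS 2. CAMK4, RUNX1T1, GRK4, FSTL4, NTSR1, PHF21B, ZNF423, EBF3, KLHL29 and GABRB2 kept their direction under 13 of 13 alternatives. Some came close to no change, with 0.031 for CAMK4 without LPS 2 and, without Control 2, -0.014 for ZNF423, -0.060 for PHF21B, -0.17 for EBF3 and -0.19 for KLHL29. None of these genes was past the threshold under any of its alternatives.

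DESeq2 called the most mature granule cluster (1.93, adjusted p = 0.00277 in a range from 0.00277 to 0.995) and 1 oligodendrocyte gene, SPOCK1. SPOCK1 is also the 1 gene of Table S5 that DESeq2 called over all genes, and 1 of those to which the table gives an adjusted p under 0.05. Doublets removed gave 1 oligodendrocyte gene, SPOCK1 again, and 3.28 for choroid or ependymal cells, short of the threshold. Classes from the marker score gave -0.90 for unipolar brush cells and 1.39 for choroid or ependymal cells, short of the threshold, and as a share of the nuclei outside the granule lineage the latter was 3.08 and also short of it (adjusted p 0.00476 to 0.961 over all alternatives). Proliferating precursors were at -0.20 in nuclei with at least 1000 genes, -0.065 after thinning to 1000 UMIs and -0.069 by the nearest mean, against a main value of 0.013. Without a filter on low counts, 4 Purkinje genes (ENSMMUG00000000700, NME8, PROCR and CRYBG2, picked after the values were seen) and 9 oligodendrocyte genes were called and NRG2 was at -0.014. With ambient RNA subtracted, 100% of the genes of Table S3 and 100% of those of Table S5 with an adjusted p under 0.05 had the sign of the table, and for the latter the median log2 change of LPS 1 toward the table was 0.32, against 0.13 without subtraction. With equal weight to each stage, 90.1% of the genes of Table S5 had its sign and 31.6% lay beyond both controls on its side. Exchangeable fetuses give 16.7% for a sign fixed beforehand, which is too low as the reference for a list chosen on these fetuses. The number of Purkinje clusters was 1 at 0.3 and 2 at 0.8 and 1.0. The cause was not tested for any of these changes.

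Replicates of the same number share only their sex and a technical split, so they are not pairs. Deviations of the replicates from their group means nonetheless correlated across genes (0.725 in granule nuclei, 0.428 in Purkinje cells and 0.581 in oligodendrocytes). With a replicate block edgeR called 20 oligodendrocyte genes, gave 3.05 for choroid or ependymal cells, short of the threshold, and -0.043 for proliferating precursors, and called no gene in granule nuclei or Purkinje cells.

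The share of a cluster led by mitochondrial genes, with its alternatives, could not be computed, since no cluster was led by them, and equal weight to each stage was not run in Purkinje cells, which have no stages here. Depth limits detection: at least 1000 genes were found in 3879 of 5994 granule nuclei of Control 2 and in 6596 of 6725 of Control 1, and after thinning 0, 3, 0 and 1 Purkinje nuclei of Control 1, Control 2, LPS 1 and LPS 2 held an SHH UMI.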

Differences from the paper's values

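The paper's gene tests and its permutation test of proportions took nuclei as replicates, and the tests here took fetuses. Re-clustering at 0.3, 0.8 and 1.0 for Purkinje cells, and at 1.0 for oligodendrocytes and unipolar brush cells, was added after the values were seen.

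In granule nuclei the paper reports 317 differentially expressed genes, and edgeR called 0 here, with 27 at an unadjusted p under 0.05. The count was 0 under all 13 alternatives set before the data were examined, DESeq2 among them (68 at an unadjusted p under 0.05), so none comes within 1.5 times the paper's count. In Purkinje cells the paper reports 302 genes, and edgeR called 0 here (24 at an unadjusted p under 0.05). The 12 alternatives set before the data were examined all differ from the paper as well, with 0 by DESeq2 (19 at an unadjusted p under 0.05), 4 without a filter on low counts, 1 without Control 1, 2 without Control 2, 7 without LPS 1, 9 without LPS 2 and 0 under the other 6.

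In oligodendrocytes the paper's Table S5 gives 72 genes an adjusted p under 0.1, and edgeR called 0 here (75 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, only the one without LPS 1 came within 1.5 times of the paper's count, with 55 genes. Of these, 16 are among the paper's 72 with the same sign, and 56 of the 72 were not called. The others differ, with 1 by DESeq2 (41 at an unadjusted p under 0.05), 15 without Control 1, 16 without Control 2, 12 without LPS 2, 20 with the replicate block, 1 with doublets removed, 9 without a filter on low counts and 0 under the other 5. Genes that the paper's table calls were called by the replicate block (7), without a filter (6), without Control 2 (5: SPOCK1, ARHGAP22, RGS6, and USP9Y and RF01871, which follow the sex of the fetuses), without LPS 2 (1) and by DESeq2 and with doublets removed (1 each, SPOCK1).

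Purkinje cells formed 2 clusters in the paper and 1 here. No alternative for this number was set before the data were examined. Resolutions of 0.8 and 1.0, chosen after the values were seen, give 2 clusters and so drop none of the paper's 2, and 0.3 gives 1. Oligodendrocytes formed about 4 clusters in Fig. 4a, read by eye, and 7 here, with 7 also at a resolution of 1.0, chosen after the values were seen. Unipolar brush cells formed about 2 clusters in Fig. 5a, read by eye, and 1 here. Resolutions of 0.3 and 0.8, set before the data were examined, also give 1, and 1.0, chosen after the values were seen, gives 2 and drops none of the paper's.

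The paper states that a cluster of unipolar brush cells held nuclei of LPS-exposed fetuses alone. Here they formed 1 cluster up to a resolution of 0.8, which cannot show such a cluster, and the smaller cluster at a resolution of 1.0 held 6 nuclei of Control 1 and 30 of LPS 2. The paper calls changes in the proportions of Purkinje cells, oligodendrocytes, unipolar brush cells, choroid cells and 2 granule clusters, and here edgeR called that of choroid or ependymal cells alone, although the log2 fold differences had the paper's direction (-0.79 for Purkinje cells, 0.60 for oligodendrocytes, 1.15 for unipolar brush cells and 1.93 for the most mature granule cluster). Unipolar brush cells, mature granule cells, mature oligodendrocytes and oligodendrocyte precursors were called without LPS 1 and the most mature granule cluster by DESeq2. No cluster led by mitochondrial genes, as the paper's Granule cells 9 is in Table S1, was found. The paper states an increase of mature granule cells and of mature oligodendrocytes in its pseudotime analyses, and here mature granule cells were 38.3% of granule nuclei in LPS 2 and 12.3% in LPS 1, below both controls, and mature oligodendrocytes were 41.0% in LPS 2 and 15.1% in LPS 1, the level of Control 1. The median pseudotime of oligodendrocytes was later in both LPS-exposed fetuses than in both controls, but LPS 1 lay below Control 2 in nuclei with at least 1000 genes (0.453 against 0.492) and with doublets removed (0.425 against 0.428).

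The paper states that hedgehog signaling was absent in LPS-exposed fetuses, and SHH had 6 and 2 UMIs in their Purkinje nuclei, at a level below the controls as the paper states. MAG signaling is given as absent in controls, and MAG had 1149 and 925 CPM in their mature oligodendrocytes. These are levels of RNA and not inferred signaling. Proliferating precursors are named as the major receiver of hedgehog signals, and PTCH1 was higher in Bergmann glia than in the precursors in all 4 libraries, while SMO was lower. The paper gives PDGFC as lower in LPS-exposed fetuses, and in the summed oligodendrocytes it was lower in LPS 2 (50.5 CPM) and highest in LPS 1 (195 CPM), while in mature oligodendrocytes it was lower in both and in the precursors it was higher in the LPS-exposed fetus within each replicate number. Table S4, named as that of Purkinje cells, is identical to Table S3, in which 302 genes have an adjusted p under 0.1. The markers of unipolar brush cell clusters in Table S2 all have an adjusted p of 1. The panels of Fig. 2d show CLSTN2, CNTN5 and RBFOX1, and the legend names other genes.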

Other observations

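The tests of this part were chosen after the results were seen, apart from the equal weight to each stage and the subtraction of ambient RNA, which were planned.

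A hypothesis that LPS changes the same genes of a cell type in both fetuses was tested by correlating, across genes, the log2 change of LPS 1 over Control 1 with that of LPS 2 over Control 2, which share no library. In granule nuclei the correlation was -0.183, where 100 simulations without a difference gave -0.0225 to 0.0306. In oligodendrocytes it was 0.0116, where simulations gave -0.0266 to 0.0355. In Purkinje cells it was -0.158, where simulations gave -0.027 to 0.0382. In none of these classes was it above what unchanged groups give. This argues against a shared response as the main source of the changes across all genes and does not exclude one in fewer genes. In granule nuclei and Purkinje cells the correlation lay below the simulated range, so the simulations do not describe all differences between these libraries. A shared response was not simulated, so the size of response that this form would show is not known. The mean of both controls was also used as the reference. The correlation of LPS 1 and LPS 2 was then -0.403 in granule nuclei, -0.205 in Purkinje cells and -0.0728 in oligodendrocytes. Simulations without a difference gave medians of 0.324, 0.221 and 0.337, which are positive because the controls are shared. A split between replicate numbers sets LPS 1 and LPS 2 apart around that mean and lowers the correlation. The simulations drew all libraries from the same mean of each gene and so do not hold this split. This form therefore does not decide on a shared response. The technical split by replicate number and the sex of the fetus stay open.

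The genes of Table S5 with an adjusted p under 0.05 changed toward the table more in LPS 2 (median log2 1.22) than in LPS 1 (0.13, and 0.32 with ambient RNA subtracted). The mix of stages was tested as the cause by giving each stage equal weight. The median log2 change of LPS 2 toward the table was then 1.10, against 1.22 without weights, which argues against the mix of stages as the whole cause. The weights leave the mix of clusters within a stage in place, and the 2 mature clusters were mixed differently in the libraries, so that part stays open. RNA of granule cells in the oligodendrocyte nuclei would favour genes that are more abundant in granule nuclei, and 31 of 55 of the higher genes were so (56.4%, exact 95% interval 42.3 to 69.7%), against 51.7% of all genes tested. Of the 9 lower genes, 1 (ENSMMUG00000047941) was more abundant in granule nuclei, as granule RNA would give. The higher genes argue against granule RNA as the whole cause, and a part of it stays open. The list was chosen on these fetuses, so that LPS 2 differs in it is in part a result of the choice. The age, the sex and a response of this fetus stay open and were not tested.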
